# Scd-1 deficiency promotes the differentiation of CD8^+^ T effector

**DOI:** 10.3389/fcimb.2024.1325390

**Published:** 2024-02-06

**Authors:** Yiwei Lin, Xushuo Li, Haojie Shan, Jie Gao, Yanying Yang, Linlan Jiang, Lu Sun, Yuwen Chen, Fangming Liu, Xiaowei Yu

**Keywords:** monounsaturated fatty acid, stearoyl-CoA desaturase, effector T cells, differentiation, infection

## Abstract

The impact of various fatty acid types on adaptive immunity remains uncertain, and their roles remain unelucidated. Stearoyl-CoA desaturase (Scd) is a Δ-9 desaturase, which is a key rate-limiting enzyme for the conversion of saturated fatty acids (SFA) to monounsaturated fatty acids (MUFA) in the fatty acid de novo synthesis. Scd-1 converts stearic acid (SA) and palmitic acid (PA) to oleic acid (OA) and palmitoleic acid (PO), respectively. In this study, through a series of experiments, we showed that Scd-1 and its resulting compound, OA, have a substantial impact on the transformation of CD8+ naïve T cells into effector T cells. Inactivation of Scd-1 triggers the specialization of CD8+ T cells into the Teff subset, enhancing the effector function and mitochondrial metabolism of Teff cells, and OA can partially counteract this. A deeper understanding of lipid metabolism in immune cells and its impact on cell function can lead to new therapeutic approaches for controlling the immune response and improving prognosis.

## 1 Introduction

Based on the length of the carbon chain and the number and position of unsaturated double bonds between two carbons, fatty acids are categorized as saturated fatty acids (SFA), monounsaturated fatty acids (MUFA), and polyunsaturated fatty acids (PUFA). Stearoyl-CoA desaturase (Scd) is a Δ-9 desaturase, which is a key rate-limiting enzyme for the conversion of SFA to MUFA in the fatty acid *de novo* synthesis (AM et al., 2017). Scd is divided into five isoforms based on the developmental stage and tissue distribution. Mice have four Scd isoforms (Scd-1,-2,-3, and -4), while humans have two isoforms (Scd-1 and -5), and Scd-1 is the predominant and highly expressed isoform (Castro et al., 2011; Hodson and Fielding, 2013). Scd-1 converts SFA into MUFA by transforming the carbon-carbon single bond between the ninth and tenth carbons at the carboxyl terminus into a carbon-carbon double bond. It converts stearic acid (SA) and palmitic acid (PA) to oleic acid (OA) and palmitoleic acid (PO), respectively.

Multiple studies have shown that fatty acids possess immunomodulatory properties and can modify the production and function of different elements of the immune system by altering the fluidity of membranes (Gutiérrez et al., 2019), lipid peroxidation (Zaloga, 2021), and the production of prostaglandins (Das, 2021). PA and linoleic acid stimulate cells to release inflammatory factors, whereas OA and docosahexaenoic acid (DHA) have anti-inflammatory effects (Rodriguez-Pacheco et al., 2017). Scd-1 is essential for maintaining fatty acid homeostasis as it converts SFA to MUFA via an oxygen-dependent reaction. Previous studies have linked the presence and function of Scd-1 to the emergence and progression of various ailments including diabetes, cancer, inflammatory bowel disease, obesity, fatty liver disease, and atherosclerosis. This establishes Scd-1 as a promising target for potential therapeutic interventions under these conditions (Zhang et al., 2014; AM et al., 2017). Humoral immunity is strongly linked to MUFA, and the product of Scd-1, OA, is crucial for the proliferation of B cells, antibody class switching, and maintenance of appropriate mitochondrial metabolism (Zhou et al., 2021). Moreover, Scd-1 has a substantial impact on T cell fate and autoimmunity. According to recent research, Scd1 deficiency promotes the hydrolysis of triglycerides and phosphatidylcholine; this increases the release of DHA to activate the nuclear receptor peroxisome proliferator-activated receptor gamma (PPARγ), which promotes regulatory T cell differentiation and thereby reduces the severity of multiple sclerosis (Grajchen et al., 2023). It has also been shown that inhibition of Scd-1 stimulates CD8^+^ T cells and enhances IFN-γ production and cytotoxic activity of T cells. In mouse tumor models, Scd-1 inhibitors synergistically enhanced the anti-tumor effects of anti-PD-1 antibody therapy and CAR-T cell therapy(Katoh et al., 2022; Sugi et al., 2023). Dietary intervention or drugs targeting Scd-1 to regulate MUFA may be beneficial in the treatment of certain tumors, infectious diseases, and autoimmune disorders.

Sepsis is considered a biphasic disease in which the immune-activated and immune-suppressed phases can occur simultaneously (Nedeva et al., 2019), and despite the fact that sepsis has been well understood, it remains a worldwide health challenge. During the initial phase of hyperinflammation, known as the “cytokine storm”, the innate immune system releases a large number of inflammatory molecules (Delano and Ward, 2016). Subsequently, lymphoid and myeloid lineage cells begin to fail and the body assumes an immunocompromised, low-inflammatory state (Boomer et al., 2014). During the initial hyperinflammatory response phase of the disease, the acute innate immune response is triggered immediately, while the adaptive immune system begins to fine-tune the antigen-specific response. Nowadays, there are more and more studies focusing on the T-cell response in the acute adaptive immune response in sepsis (even within a few hours). The endotoxemia model, as a disease model of systemic acute inflammatory response, correlates well with sepsis, albeit with some limitations(Lewis et al., 2016). In this study, we focused on the role of Scd-1-deficient CD8^+^ T cells in the endotoxemia and LCMV-infection, hoping to provide new ideas for therapies to improve immune system homeostasis.

Here, we investigated the effects of Scd-1 and its derivative OA on the differentiation, functionality, and metabolic state of CD8^+^ T cells, which play pivotal roles in adaptive immunity. Our evidence suggests that there are variations in the lipid composition among CD8^+^ naïve T cells (Tnaïve), effector T cells (Teff), and memory T cells (Tmem). Specifically, Teff cells exhibit elevated levels of OA, PO, and Scd-1, which account for their production. Scd-1 knockout promotes CD8^+^ T cell differentiation into the Teff subset, enhancing effector function and mitochondrial metabolism. To a certain extent, OA can reverse the phenomena described above. In the LCMV infection model, Scd-1 deficiency enhances resistance to viral infection. However, in animal models of endotoxemia, OA has been shown to partially hinder the development of CD8^+^ T cells into the Teff subpopulation, decrease the expression of Teff effector molecules, diminish inflammation, and alleviate the symptoms of endotoxemia.

## 2 Materials and methods

### 2.1 Ethics statement

The animal study was reviewed and approved by Zhongshan Hospital, Fudan University Ethical Committee (No. 2023-040).

### 2.2 Animals

B6.129-Scd1^tm1Ntam^/J mice (*Scd-1* ^-/-^ mice) were donated by Dr. Zhinan Yin from the Biomedical Translational Research Institute, Faculty of Medical Science, Jinan University, China. C57BL/6J mice were purchased from JiesI Jie Laboratory Animal Co., Ltd., China. All mice were kept in specific pathogen-free rooms at a constant temperature of 23°C with a 12-hour light cycle. Male mice aged 6–8 weeks were used for the experiments.

### 2.3 Cell culture

The cell culture method is described in detail in Lu et al. (2021). The spleen from the mouse was extracted, pulverized in PBS, and subsequently passed through a 70 μm filter. After being spun at 1500 rpm for 5 min, the cells were suspended in 2–3 mL buffer to lyse the red blood cells, left to incubate at 0°C for 6 min, and then washed twice. A MojoSort Mouse CD8 T Cell Isolation Kit (BioLegend) was used to screen the acquired CD8^+^ T cells. The cells were resuspended in complete medium (RPMI medium 1640 with 10% FBS, 1% penicillin/streptomycin, 2.5% HEPES, 1% sodium pyruvate, 1% nonessential amino acids, and 0.1% 2-ME) at a concentration of 1.5 × 10^6^ cells/mL and placed in a 24-well plate at 1 mL per well. The cells were stimulated with 5 μg/mL of anti-CD3 and 0.5 ug/mL of anti-CD28 in a 37°, 5% CO_2_ incubator for three days. In addition, 100 U/mL IL-2 was also added to the samples. Teff cells were obtained by stimulating the cells with CD3/28 for three days followed by washing with PBS to eliminate the CD3/28. Then, IL-2 was induced for an additional three days. Cell counting was performed daily and the complete medium was replaced on a daily basis. The fatty acid concentrations and times used for cell culturing were obtained from Zhou et al. (2021). Cultured CD8^+^ T cells were stimulated with CD3/28 for 3 days and subsequently induced with IL-2. Then, the corresponding fatty acids were added and the sample cultured for another 72 h. There were four groups that required additional fatty acids and the following concentrations were added: OA, 100 μM; SA, 25 μM; PO, 25 μM; and PA, 100 μM.

### 2.4 Fatty acid measurement of CD8^+^ T cells

The cells were collected and rinsed three times with PBS. Then, the specimens were frozen in liquid nitrogen followed by thawing at 37°C, which was repeated for 4–5 cycles. Pre-cooled isopropanol (HPLC grade) and the mass-spec standard were added to each sample tube. The mixture was thoroughly mixed, incubated for 10 min at room temperature, and refrigerated at –20°C overnight. The samples were then spun at 12,000 rpm for 20 min and 200 μL of the supernatant was removed for further use. A total of 10 μL from each sample were mixed to create a quality control sample. The data was obtained after performing five consecutive stable injections of the quality control samples. After completing a set of ten samples, quality control sample detection was performed to assess the collection parameters. A lipidomics analysis of the CD8^+^ T cells was performed using a QTRAP 5500 (AB SCIEX) LC-MS/MS system and a Waters Acquity UPLC BEH HILIC column was used for chromatographic separation. An internal standards kit (AB SCIEX) was added to each sample. There was 95% acetonitrile containing 10 mmol/L ammonium acetate in phase A and 50% acetonitrile containing 10 mmol/L ammonium acetate in phase B. The mobile phase gradient elution was as follows: the B phase began at 0.1% and increased to 20% for 10 min, then to 98% over 1 min, which was held for 2 min, with a final decrease to 0.1% over 1 min, which was held for 2 min. The parameters were as follows: the curtain gas, GS1, and GS2 were set to 35, 50, and 60 psi, respectively; the ion spray voltage was set to 5,500 V; and the declustering, entrance, and collision voltages were maintained at 80, 10, and 50 V respectively. SCIEX Analyst software (version 1.7) was used to collect the data and MultiQuant software (AB SCIEX) was used to process the data after mass spectrometry identification of lipids,.

### 2.5 Flow cytometry

The cells were stained with fixable viability stain 510 (BD Horizon) in PBS at a ratio of 1:500 at 4°C for 30 min. Following two washes with PBS, the cells were subjected to staining with antibodies targeting surface markers at a dilution of 1:200, maintained at 4° for 30 min. For intracellular staining, cells were incubated with antibodies for 30 min at 4°C following permeabilization using FACS permeabilization buffer (Fixation/Permeabilization, BD Biosciences). Stimulation with cell activation cocktail (with Brefeldin A, Biolegend) for 4-6 hours before measurement of T cell effector molecules (GZMA, GZMB, GZMC, PRF, IFN-γ). **Supplementary Table 1** contains information about the fluorochromes and clones. The cells were stained with TMRM and BODIPY (Invitrogen) at ratios of 1:1000, for 30 min at room temperature. Finally, the samples were analyzed using a BD FACS Aria III flow cytometer and the resulting data were analyzed using FlowJo10 software.

### 2.6 Quantitative real-time PCR

Total mRNA was obtained from CD8^+^ T cells using TRIzol reagent. Subsequently, Superscript II (Invitrogen) was used to produce cDNAs via reverse transcription according to the manufacturer’s instructions. The SYBR Green-based method was used for three rounds of PCR on each sample. The procedure involved warming at 95°C for 15 s and then lowering the temperature to 60°C for 1 min. This process was repeated 40 times. The mRNA relative expression levels were determined using the 2^-ΔΔCT^ method and standardized to GAPDH. The primers used in this study are listed in **Supplementary Table 2**.

### 2.7 RNA-seq and analysis

CD8^+^ Teff cells were used to extract total RNA using an RNeasy mini kit (Qiagen). The total RNA was then converted into strand-specific libraries using a TruSeq Stranded Total RNA Sample Preparation kit (Illumina) according to the manufacturer’s instructions. The libraries were measured using a Qubit 2.0 Fluorometer (Life Technologies) and confirmed using an Agilent 2100 bioanalyzer (Agilent Technologies). Clusters were produced using cBot and subsequently sequenced using an Illumina NovaSeq 6000 (Illumina). HISAT2 (v2.0.477) was used to map RNA-seq reads from each sample to the reference genome (ftp://ensemblgenomes.org/). StringTie (v.1.3.0) was used to sequence the read calculations, followed by normalization using the Trimmed Mean of M values (TMM) method and conversion to FPKM. The edgeR package in R was used to analyze the variance in gene expressions between groups and differentially expressed genes (| log2 fold change | ≥ 1.0, *p* < 0.001) were subsequently examined. 2.8 Metabolism assay

Cultured CD8^+^ Teff cells were assessed for OCR using a Seahorse XF mitochondrial stress test kit (Agilent) on an XFe96 Extracellular Flux Analyzer (Agilent). Seahorse XF DMEM (Agilent) was used to replace the previously prepared culture medium. It was then supplemented with pyruvate, glutamine, and glucose at 1% concentrations. At least four samples per group were seeded onto a 96-well plate coated with poly-D-lysine at a density of 1.5×10^5^ cells per well. The CD8^+^ Teff cells mitochondrial respiration was measured using the Seahorse XFe96 after being incubated at 37° in a CO_2_-free incubator for 60 min according to the manufacturer’s instructions. Basal metabolism, ATP production, maximum respiration, and spare respiratory capacity were determined based on the OCR graphs (Brand and Nicholls, 2011; Chowdhury et al., 2018).

### 2.9 Endotoxemia animal model

Four groups were formed: the WT endotoxemia group, WT endotoxemia group receiving OA treatment, SCD-1^-/-^ endotoxemia group, and SCD-1^-/-^ endotoxemia group receiving OA treatment. Each group contained five mice. All mice were intraperitoneally injected with 3 mg/kg lipopolysaccharide (LPS, O55:B5, Sigma-Aldrich) and harvested 48 h later. Throughout the experiment, the weight of the mice was recorded every 12 h and their condition was assessed using the murine sepsis score (MSS) method outlined by Shrum et al. (2014). Referring to the work of Terés et al.(Terés et al., 2008) and Medeiros-de-Moraes et al.(Medeiros-de-Moraes et al., 2018), the mice were administered oral gavage for 14 days prior to establishment of the LPS-induced endotoxemia model. Each mouse in the OA treatment group received a gavage of a solution containing 0.28 mg OA in 100 μL on a daily basis, whereas mice in the remaining groups were administered 100 μL of physiological saline by gavage on a daily basis.

### 2.10 LCMV-infected animal model

Four groups were formed: PBS injection WT group, LCMV injection WT group, PBS injection *Scd-1* ^-/-^ group, and LCMV injection *Scd-1* ^-/-^ group. Each group contained five mice. Briefly, 8-week-old mice were intraperitoneally injected with 2×10^5^ plaque-forming units of LCMV Armstrong. On day 7 after the injection, the mice were sacrificed for the following flowcytometry (FCM) analysis and the spleen virus copies number were detected by RT-qPCR using specific primers probing the LCMV-Armstrong viral RNA. Total RNA was isolated using RNA-Quick Purification Kit (ES Science, RN001). RNA (500 ng) was reverse transcribed into cDNA using 5× PrimeScript RT Master Mix(Takara, Cat# RR036A).The relative expression of gene transcripts compared to the control 18S rRNA (Beyotime, QM00046M).

### 2.11 ELISA

After the animals have been harvested, peripheral blood was obtained using the orbital blood collection method. The collected blood was centrifuged at 3,000 rpm for 10 min and the supernatant was collected. Commercial enzyme-linked immunosorbent assay kits (R&D Biosystems) were used to measure the TGF-α, IL-1β, IL-6, and IL-10 levels in the serum according to the manufacturer’s instructions.

### 2.12 Statistical analysis

Data were statistically analyzed using GraphPad Prism (version 8). The mean ± SEM of at least three independent experiments are given for each set of experimental results. Student’s t-test was used to compare two groups and one-way analysis of variance (ANOVA) was used to compare several groups. Statistically significant results were those with P-values less than 0.05. Values of P < 0.05 were ranked as *P < 0.05, **P < 0.01, and ***P < 0.001.

## 3 Results

### 3.1 Different CD8^+^ T cell subsets differ in lipid composition and scd-1 expression

Initially, we used magnetic beads to sort CD8^+^ T cell from spleens of WT mice, then obtained Tnaive, Teff, and Tmem, as described in methods (**Figure 1A**, **Supplementary Figure 1**). Liquid chromatography-mass spectrometry (LC-MS) was used to ascertain the lipid makeup of CD8^+^ Tnaïve, Teff, and Tmem. No notable disparities in SFA content among the three cellular groups were observed; however, exceptionally minor variations in the quantities of lauric acid (C12:0) and myristic acid (C14:0) were observed (**Figure 1B**). Nevertheless, the MUFA content exhibited notable variation among the three cell groups (**Figure 1C**). In our study, we found that Teff cells had a higher amount of MUFA than Tnaïve and Tmem cells, particularly in terms of OA (C18:1) and PO (C16:1) (**Figures 1C–E**). In addition, Teff had higher levels of myristelaidic acid (C14:1), 11(Z)-eicosenoic acid (C20:1), and nervonic acid (C24:1) than Tnaïve and Tmem (**Figure 1C**). The expression of scd-1 and -2 mRNA, which are responsible for the production of OA and PO, respectively, was identified in various T cell subsets. Compared with Tnaïve and Tmem, Teff exhibited elevated levels of scd-1 and -2, elucidating the reason behind the disparity in OA and PO quantities among these subtypes (**Figures 1F, G**). The three subtypes also exhibited notable disparities. In general, Tnaïve had a higher PUFA content than Teff and Tmem (**Figure 1H**). Considering that OA and PA are the prevailing MUFA in cells (Jump, 2004), we hypothesized that their notable disparity might result in alterations in cellular function and metabolism.

**Figure 1:**
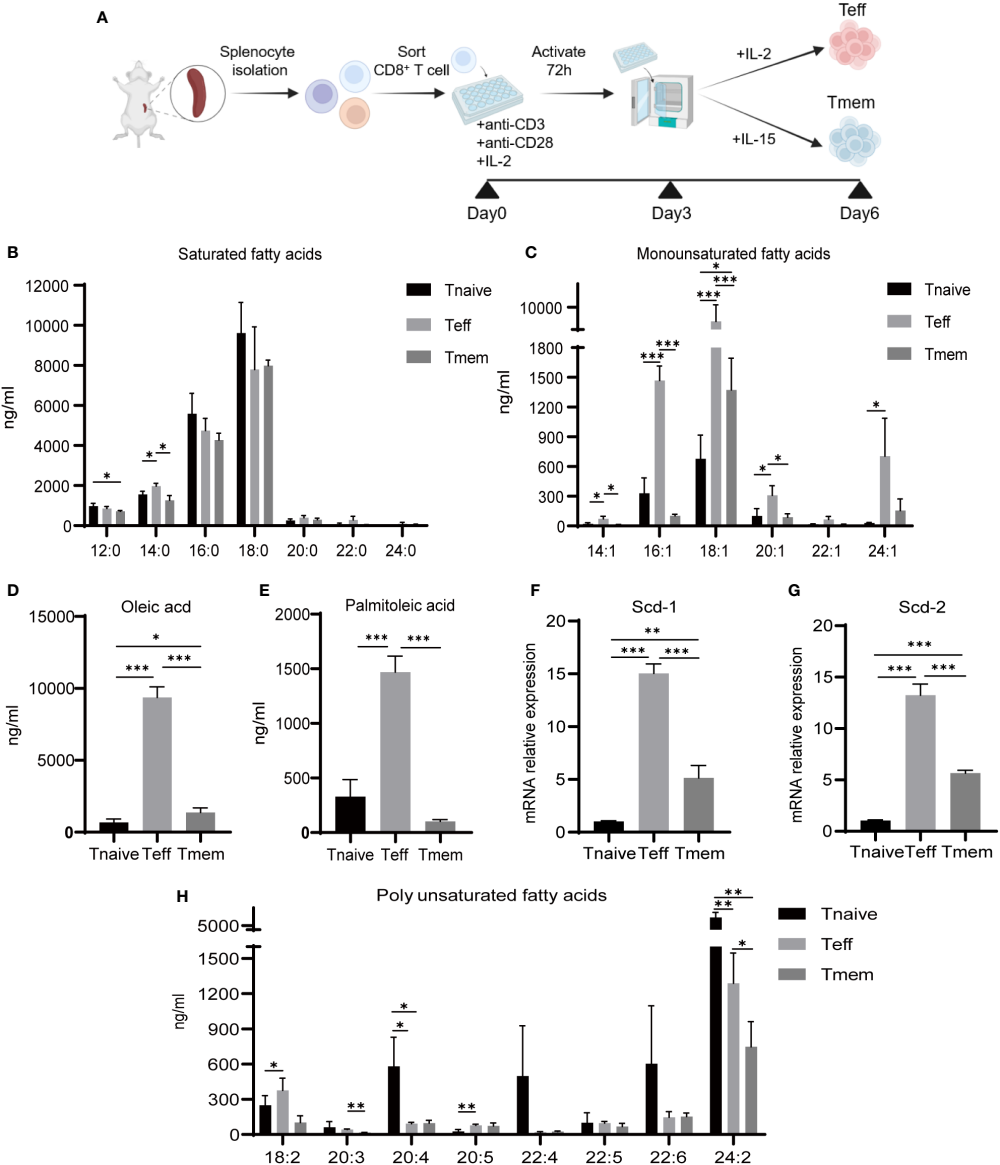
Content of fatty acids and corresponding enzyme expression in CD8^+^ Tnaive, Teff and Tmem. **(A)** Illustration of the culture method for CD8^+^ Teff and Tmem cells *in vitro*. **(B, C)** Distribution of saturated and monounsaturated fatty acids in CD8^+^ T cell subsets (n=3). **(D, E)** Distribution of OA and PO in CD8^+^ T cell subsets (n=3). **(F, G)** mRNA expression of Scd-1 and Scd-2 in CD8^+^ T cell subsets (n=3). **(H)** Distribution of polyunsaturated fatty acids in CD8^+^ Tnaive (CD44^lo^ CD62L^hi^), Teff (CD44^hi^ CD62L^lo^), and Tmem (CD44^hi^ CD62^hi^) cell subsets (n=3). The results presented as mean + SEM. *, P<0.05; **, P<0.01; ***, P<0.001.

### 3.2 Knocking out scd-1 affects the differentiation and functionality of CD8^+^ T cells *in vivo*

To further examine the effect of Scd-1 on the differentiation of CD8^+^ T cells, we compared CD8^+^ T cell subsets in the spleen and lymph nodes of mice with and without Scd-1 (Knockout of Scd-1 in CD8^+^ T cells has been validated, **Supplementary Figure 2A**). CD3^+^ CD8^+^ T cells were classified into the following distinct subsets: Tnaïve (CD44^lo^ CD62L^hi^), Teff (CD44^hi^ CD62L^lo^), and Tmem (CD44^hi^ CD62^hi^). The gating steps of flow cytometry have been shown in **Supplementary Figure 2B**. Consistent findings were observed in the spleen and lymph nodes of both WT and *Scd-1* ^-/-^ mice. The ratios of CD3^+^ CD8^+^ and CD3^+^ CD4^+^ T cells in lymphocytes were nearly identical in both mouse genotypes. The percentage of CD3^+^ CD8^+^ Tnaïve cells was much higher in the WT group than in the *Scd-1* ^-/-^ group, whereas the *Scd-1* ^-/-^ group had a higher percentage of Teff and Tmem cells than the WT group (**Figures 2A, B**). Dendritic cells, neutrophils, macrophages, monocytes, and NK cells did not differ in proportion in the spleens of WT and *Scd-1* ^-/-^ mice (**Supplementary Figure 2D**). T cells were stimulated with cell activation cocktail (with Brefeldin A) for 4-6 hours to measure the expression and secretion of effector molecules. The *Scd-1* ^-/-^ group exhibited higher expression of effector molecules like granzyme A (GZMA), granzyme B (GZMB), granzyme C (GZMC), perforin (PRF), interferon-γ (IFN-γ) compared with the WT group at both mRNA and protein levels (**Figure 2C**, **Supplementary Figure 2C**). Consistent with this, the work of Sugi et al. (2023) also demonstrated that inhibition of Scd-1 could potentiate IFN-γ production and the cytotoxic activity of CD8^+^ T cells. These results indicated that the loss of Scd-1 in CD8^+^ T cells causes a tendency to differentiate into the Teff subtype.

**Figure 2:**
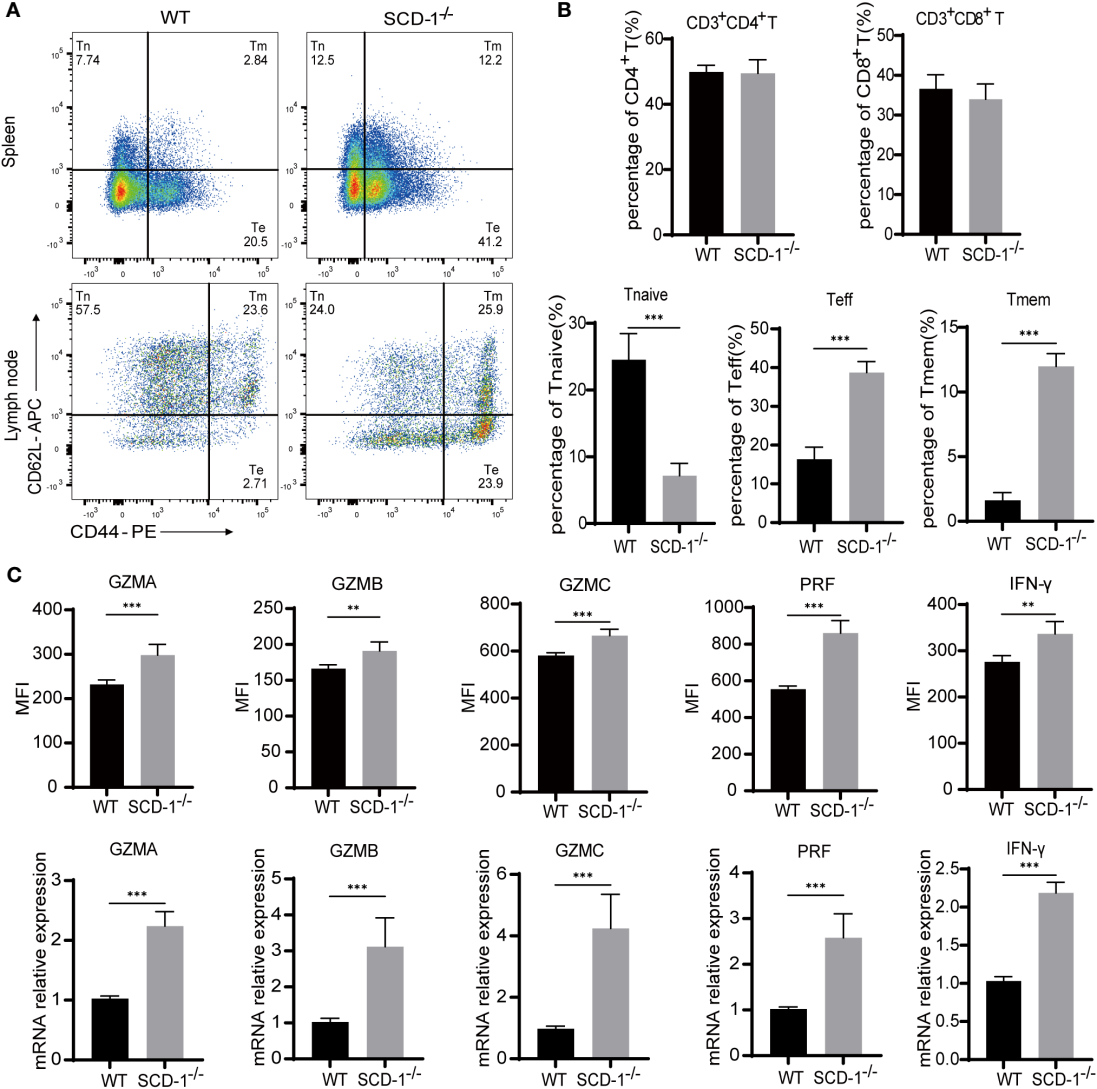
Knocking out Scd-1 affects the differentiation and function of CD8^+^ T cells. **(A)** Flow cytometry analysis of CD8^+^ T cell subsets in the spleen and lymph nodes of WT and *Scd-1^-/-^* mice. **(B)** Frequencies of CD3^+^ CD4^+^ T cells, CD3^+^ CD8^+^ T cells, Tnaive, Teff, and Tmem cells in the spleen and lymph nodes of WT and *Scd-1^-/-^* mice (n=5). **(C)** Statistical graphs of flow cytometry and rt-PCR of GZMA, GZMB, GZMC, PRF, IFN-γ expression (n=5). The results presented as mean + SEM. **, P<0.01; ***, P<0.001.

### 3.3 Knocking out scd-1 affects the expression of genes related to CD8^+^ Teff differentiation and function *in vitro*

To further explore the influence of Scd-1 on the differentiation and functional status of Teffs, we isolated CD8^+^ T cells from the spleens of both WT and *Scd-1* ^-/-^ mice using a kit, which were then induced to differentiate into Teff cells using IL-2 after three days of stimulation with CD3/28 (**Figure 1A**). 

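Teff RNA was sequenced from 3 WT and 3 *Scd-1*-/- libraries, and both groups carry the replicate numbers 1, 2 and 3. Splenic CD8+ T cells had received anti-CD3 at 5 μg/mL, anti-CD28 at 0.5 μg/mL and IL-2 at 100 U/mL for 3 days. They were then kept in IL-2 for 3 days more and harvested on day 6. The methods name column extraction and a stranded total RNA kit, whereas the sample labels name Trizol, poly(A) RNA and another library kit. The authors aligned the reads with HISAT2, counted them per gene with StringTie, and deposited for each library the count and the FPKM (counts scaled to gene length and library total) of 34745 Ensembl genes. The counts of the WT libraries summed to 15168578, 14034479 and 14224578, with a median of 14224578, and those of the *Scd-1*-/- libraries to 15569716, 14105774 and 15866216, with a median of 15569716. At this depth, a count of 0 allows up to 3 counts, or 0.189 to 0.214 CPM, and this floor covers counting error only. The closest 2 libraries, *Scd-1*-/- replicates 2 and 3, differed by a chi-square of 14.9 per degree of freedom, far above sampling noise. This argues against 1 library sequenced again, but does not show that the libraries come from different mice. Neither the paper nor the labels say what a replicate number stands for. Each library was used as its own replicate. Differences were tested on the counts with edgeR's quasi-likelihood test and TMM scaling, over the 9627 genes with a mean FPKM of at least 1 in the 6 libraries. A gene passed the thresholds of the study when its log2 fold change (*Scd-1*-/- over WT) was at least 1 in size and its unadjusted p was under 0.001. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. Genes under the FPKM minimum were read from a fit to all 17192 genes with a count.
The targeted gene, *Scd1* (ENSMUSG00000037071), lies on chromosome 19 of GRCm38 from 44394455 to 44407879, on the minus strand. It had 4272, 3074 and 3761 counts in the WT libraries and 30, 36 and 20 counts in the *Scd-1*-/- libraries. Its FPKM was 52.7 ± 6.69 (SD, n = 3) in WT and 0.396 ± 0.134 (SD, n = 3) in *Scd-1*-/- Teff, a log2 fold change of -7.04 (standard error 0.278, adjusted p = 1.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Across fits that each left out 1 library, this value stayed between -7.29 and -6.81. The setting that moved it most was limma's test on log2(FPKM + 1), at -5.26. *Scd2* had an FPKM of 287 ± 42.1 in WT and 268 ± 9.87 in *Scd-1*-/- libraries (SD, n = 3 each), a difference not larger than the replicate error (log2 fold change -0.07, standard error 0.125), whose sign turned to 0.02 without WT replicate 3. *Scd3* had at most 1 count in any library, and *Scd4* had 4 to 12 counts per library with no detectable difference (log2 fold change 0.65, standard error 0.741). In a principal component analysis of the log2 CPM, the first component held 42.9% of the variance and parted replicate 1 of both genotypes from replicates 2 and 3. The genotypes were parted by the second component, which held 36.3%. Neither the paper's text nor the labels name a batch.

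**Figure D1:**
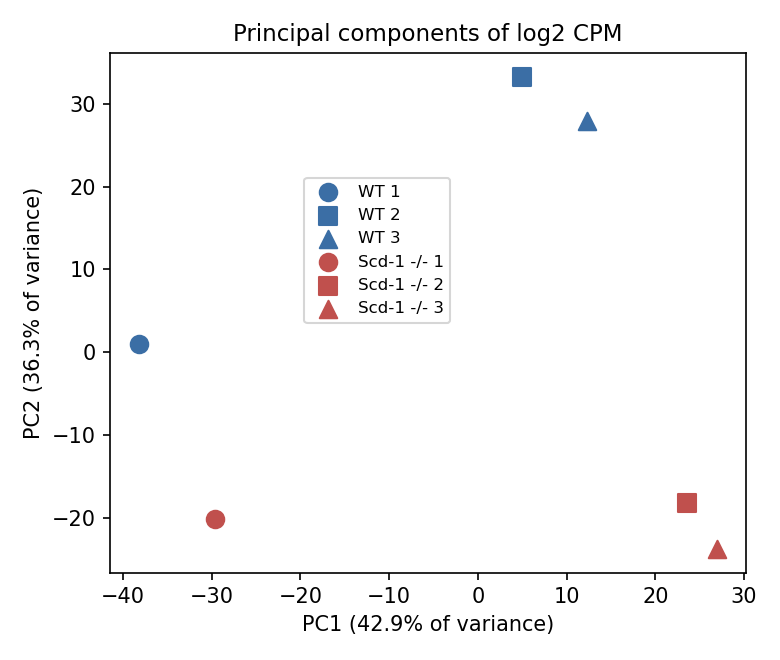
Scores of the 6 Teff libraries on the first (x axis) and second (y axis) principal components of log2 CPM, with 1 point per library. WT replicate 1 (-38.2) and *Scd-1*-/- replicate 1 (-29.6) lie at the left of the first component, and the 3 WT libraries (0.96 to 33.3) lie above the 3 *Scd-1*-/- libraries (-23.8 to -18.2) on the second.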

Next, we performed RNA transcriptome sequencing (**Figure 3A**). 

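Between WT and *Scd-1*-/- Teff, 71 of 9627 genes passed the thresholds of the study, of which 48 were higher and 23 lower in *Scd-1*-/- Teff. An adjusted p under 0.05 was reached by 11 genes, 7 of them higher and 4 lower. All 71 genes had the 3 *Scd-1*-/- libraries on one side of the 3 WT libraries, as had 1539 of the tested genes (15.99%, where chance gives 10%). The number moved most with replicates 2 and 3 alone, a setting chosen after seeing the data, at 369 genes past the thresholds and 1213 with an adjusted p under 0.05. With the replicate number as a block, 184 genes passed the thresholds and 452 had an adjusted p under 0.05. All 71 genes were among them. With a term for replicate 1 against replicates 2 and 3, also chosen after seeing the data, these numbers were 209 and 539. Leaving out 1 library moved them to between 25 genes (without WT replicate 2 or WT replicate 3) and 163 genes (without *Scd-1*-/- replicate 1) past the thresholds. It moved the genes with an adjusted p under 0.05 to between 2 (without *Scd-1*-/- replicate 3) and 182 (without *Scd-1*-/- replicate 1). By the rule set for naming genes, the 10 with the largest changes were *Scd1*, *Gzmg*, *Gzme*, *Gm26712*, *Klrg1*, *Sh2d1b1*, *Dapl1*, *Clnk*, *Gzmc* and *Tcf7*. *Klrg1* rose by a log2 fold change of 4.00, *Sh2d1b1* by 3.97 and *Clnk* by 3.46 (adjusted p = 0.0847, 0.0890 and 0.0847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0108, 0.0130 and 0.0188 with the replicate block). *Klrg1* no longer passed the thresholds without WT replicate 3 (4.19) or *Scd-1*-/- replicate 3 (3.59). With 1 library left out, *Sh2d1b1* passed only without *Scd-1*-/- replicate 1 (4.36), with values between 3.53 and 4.35 in the other 5 fits, and *Clnk* did not pass without replicate 2 or 3 of either genotype, where it lay between 3.11 and 3.37. *Dapl1* changed by -3.55 (adjusted p = 0.0259 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in all 6 of these fits. *Gm26712*, at or under 3 counts in every WT library, was at least 23.2-fold higher in *Scd-1*-/- Teff, and its 217 bases are also part of the *Pyurf* transcript.
Fig. 3B to 3E show 32 genes, and 29 of them had a mean FPKM of at least 1. Of these, 15 passed the thresholds of the study, and 3 (*Tcf7*, *Eomes* and *Prf1*) had an adjusted p under 0.05. Adjusted over the list alone, all 29 had one, which is not independent evidence, since the study chose the genes on these samples. The replicate block brought 27 of the 29 past the thresholds and 28 under an adjusted p of 0.05. Without 1 library, between 6 (without WT replicate 2, WT replicate 3 or *Scd-1*-/- replicate 3) and 18 (without WT replicate 1) of them passed. By panel, 8 of 18 tested genes passed in Fig. 3B, 8 of 15 in Fig. 3C, 5 of 7 in Fig. 3D and 4 of 9 in Fig. 3E, against 16, 15, 7 and 8 with the block. Lists of genes for functions of T cells were tested as sets with camera at a preset correlation of 0.01. The list of naive and memory T cell genes was lower in *Scd-1*-/- Teff (adjusted p = 1.6e-14 from limma's camera with Benjamini-Hochberg adjustment, 12 of 15 genes lower, median log2 fold change -0.44). The list of MHC class II presentation genes was lower too (adjusted p = 2.2e-10 from the same test, 9 of 10 genes lower, median -0.78). For the 36 cell cycle genes, no difference was found (adjusted p = 0.305 from limma's camera, median log2 fold change -0.05, 22 of 36 genes lower). These are another set than the proliferation-related genes of Fig. 3E, so this result does not test that panel. The cell cycle list came to an adjusted p of 0.0350 in limma's camera without *Scd-1*-/- replicate 3, and its direction turned without *Scd-1*-/- replicate 1 (adjusted p = 0.884).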

We found that differentially expressed genes in Teffs between WT and *Scd-1^-/-^* were enriched in cell differentiation, cytolysis, and proliferation (**Figures 3B–E**). 

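Among the differentiation genes of Fig. 3B and 3C, *Tcf7* (chromosome 11, 52252371 to 52283014) had an FPKM of 62.7 ± 17.4 (SD, n = 3) in WT and 6.51 ± 0.983 (SD, n = 3) in *Scd-1*-/- Teff. The log2 fold change was -3.24 (standard error 0.242, adjusted p = 0.00434 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed the thresholds in all 6 fits that left out 1 library. *Ccr7* (chromosome 11, 99144196 to 99155077) had an FPKM of 156 ± 86.6 in WT and 46.5 ± 9.26 in *Scd-1*-/- Teff (SD, n = 3 each). Its log2 fold change of -1.71 (standard error 0.447, adjusted p = 0.240 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not pass the thresholds, but did so without WT replicate 1 (-2.11) and with the replicate block (adjusted p = 0.0190). *Cd74* (chromosome 18, 60803848 to 60812652) fell from an FPKM of 4.24 ± 1.51 to 1.20 ± 0.177 (SD, n = 3 each), a log2 fold change of -1.79 (standard error 0.328, adjusted p = 0.0988 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the thresholds with all libraries and without WT replicate 1, and not without any of the other 5, where the log2 fold change lay between -1.86 and -1.53. The block gave *Cd74* an adjusted p of 0.0109 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
*Tox* (chromosome 4, 6686353 to 6991557) was under the FPKM minimum, at 0.591 ± 0.267 in WT and 0.161 ± 0.0396 in *Scd-1*-/- Teff (SD, n = 3 each). Its log2 fold change of -1.85 (standard error 0.434, adjusted p = 0.127 over the 17192 genes, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) passed the thresholds only without WT replicate 1 among the fits that left out 1 library (-2.13), and with the block (adjusted p = 0.00888). *Tespa1* (chromosome 10, 130322870 to 130364111) changed from 12.2 ± 4.38 to 4.28 ± 1.15 FPKM, with a log2 fold change of -1.48 (standard error 0.340, adjusted p = 0.177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed without WT replicate 1 (-1.74) and with the block (adjusted p = 0.00685). *Fas* (chromosome 19, 34290666 to 34327772) changed from 8.64 ± 0.844 to 3.84 ± 0.478 FPKM. The log2 fold change was -1.15 (standard error 0.204, adjusted p = 0.0921 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), past the thresholds with all libraries and in none of the 6 fits that left out 1, where it lay between -1.25 and -1.07. The block brought the adjusted p of *Fas* to 0.0156 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
In the other direction, *Anxa1* (chromosome 19, 20373428 to 20390944) had an FPKM of 9.36 ± 2.98 in WT and 39.1 ± 9.67 in *Scd-1*-/- Teff (SD, n = 3 each). Its log2 fold change of 2.08 (standard error 0.286, adjusted p = 0.0629 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00912 with the block) passed the thresholds in every fit that left out 1 library. *Eomes* (chromosome 9, 118478212 to 118486132) rose from 3.95 ± 0.297 to 12.5 ± 2.78 FPKM, a log2 fold change of 1.69 (standard error 0.196, adjusted p = 0.0359 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and also passed in all 6 of these fits. *Clec4e* (chromosome 6, 123281789 to 123289870) had 0, 0 and 2 counts in the WT libraries and 13 counts in each *Scd-1*-/- library. With WT at the floor of 3 counts, it was at least 4.14-fold higher in *Scd-1*-/- Teff, and it did not pass the thresholds (adjusted p = 0.186 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pik3r6* (chromosome 11, 68503019 to 68552698) was at 0.740 ± 0.209 FPKM in WT and 1.94 ± 0.254 FPKM in *Scd-1*-/- Teff, with a log2 fold change of 1.40 (standard error 0.289, adjusted p = 0.133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed without WT replicate 1 (1.66) and with the block (adjusted p = 0.0330). For all 10 of these genes, the 3 *Scd-1*-/- libraries lay on one side of the 3 WT libraries, as chance gives for 10% of genes.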

In terms of cell differentiation, WT Teff expressed higher levels of *Tcf7*, *Ccr7*, *Cd74*, *Tox*, *Tespa1*, and *Fas* than *Scd-1^-/-^* Teff, while decreasing the expression of *Anxa1*, *Eomes*, *Clec4e*, and *Pik3r6* (**Figures 3B, C**). In terms of killing target cells with effector molecules (i.e., cytotoxicity of effector T cells), Teff in the *Scd-1^-/-^* group expressed more granzymes and perforin (*Gzma*, *Gzmc*, *Gzmd*, *Gzme*, *Gzmf*, *Gzmg*, *and Prf1*) than Teff in the WT group (**Figure 3D**). 

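Perforin, encoded by *Prf1* (chromosome 10, 61297833 to 61304680), had an FPKM of 33.1 ± 10.8 (SD, n = 3) in WT and 163 ± 16.7 (SD, n = 3) in *Scd-1*-/- Teff. The log2 fold change was 2.31 (standard error 0.248, adjusted p = 0.0259 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *Prf1* passed the thresholds of the study in all 6 fits that left out 1 library. *Gzma* (chromosome 13, 113093825 to 113100981) rose from 372 ± 117 to 1292 ± 328 FPKM (SD, n = 3 each), a log2 fold change of 1.81 (standard error 0.294, adjusted p = 0.0847 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0170 with the replicate block). *Gzma* no longer passed without WT replicate 2 (1.97), *Scd-1*-/- replicate 2 (1.80) or *Scd-1*-/- replicate 3 (1.62).
The other 5 granzyme genes lie in 1 cluster on chromosome 14 between 56117626 and 56262260. *Gzmc* was at 62.9 ± 6.22 FPKM in WT and 674 ± 412 FPKM in *Scd-1*-/- Teff (SD, n = 3 each). The log2 fold change was 3.44 (standard error 0.535, adjusted p = 0.0816 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00694 with the block). It no longer passed the thresholds without WT replicate 1 (3.38), WT replicate 2 (3.49) or WT replicate 3 (3.47). *Gzmg* rose from 2.69 ± 1.83 to 263 ± 208 FPKM, with a log2 fold change of 6.64 (standard error 1.12, adjusted p = 0.0863 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00110 with the block). *Gzme* rose by 6.30 on the log2 scale (adjusted p = 0.103 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00325 with the block). With 1 library left out, *Gzmg* passed only without *Scd-1*-/- replicate 1 or 2, and *Gzme* only without *Scd-1*-/- replicate 1. In the fits where they did not pass, the log2 fold change was between 6.24 and 7.30 for *Gzmg* and between 5.90 and 6.86 for *Gzme*. *Gzmd* and *Gzmf* rose by 6.24 and 5.47 on the log2 scale and did not pass the thresholds (adjusted p = 0.124 and 0.137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both passed without *Scd-1*-/- replicate 1 (6.80 and 6.02) and with the block (adjusted p = 0.00195 for each, the same test).
The spread came mainly from *Scd-1*-/- replicate 1. The counts on *Gzmc* to *Gzmg* and *Gzmn* summed to 873, 1074 and 1236 in WT replicates 1 to 3, and to 3992, 34743 and 40335 in *Scd-1*-/- replicates 1 to 3. The transcripts of *Gzmd* to *Gzmg* are 85.8% to 93.6% identical to each other, and the authors' counting could have split their reads, so the values of these single genes are uncertain.

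**Figure D2:**
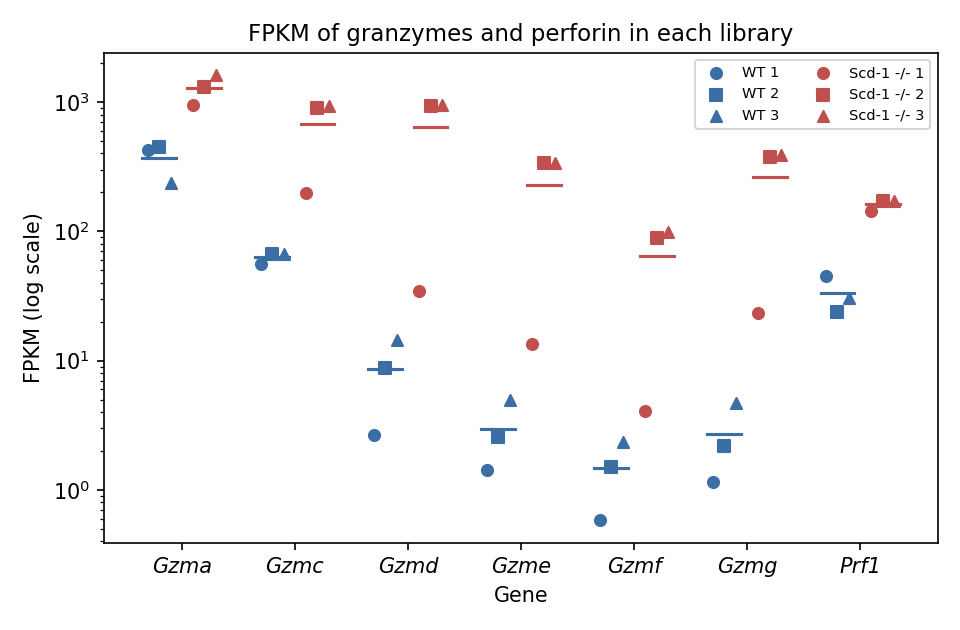
FPKM (log scale) of the 7 genes of Fig. 3D in each Teff library, with 1 point per library and a line at each group's mean. For *Gzmd* the WT libraries lie at 2.67 to 14.5 FPKM, *Scd-1*-/- replicate 1 at 34.5 FPKM, and *Scd-1*-/- replicates 2 and 3 at 927 and 951 FPKM.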

The expression of *Anxa1*, *Havcr2*, *Cdkn2a*, *Ccr2*, and *Lgals3* in the Teffs of *the Scd-1* ^-/-^ group, genes associated with cell proliferation, was higher than that in the WT group. Conversely, *Cd81*, *Ccr7*, *Slfn1*, and *Cd24a* expression was decreased (**Figure 3E**). 

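Of the other 4 genes, *Havcr2* (chromosome 11, 46454935 to 46481255) had an FPKM of 2.84 ± 1.40 (SD, n = 3) in WT and 12.7 ± 0.765 (SD, n = 3) in *Scd-1*-/- Teff. Its log2 fold change of 2.18 (standard error 0.337, adjusted p = 0.0816 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00673 with the replicate block) passed the thresholds of the study with all libraries, and not without WT replicate 3 (2.03) or *Scd-1*-/- replicate 3 (2.13). *Cdkn2a* (chromosome 4, 89274471 to 89294653) was at 4.90 ± 3.54 FPKM in WT and 36.4 ± 10.7 FPKM in *Scd-1*-/- Teff (SD, n = 3 each), a log2 fold change of 2.90 (standard error 0.509, adjusted p = 0.0911 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0185 with the block). Its call was lost without replicate 2 or 3 of either genotype, where the log2 fold change was between 2.58 and 2.79. *Ccr2* (chromosome 9, 124101950 to 124113557) changed from 2.57 ± 1.48 to 7.32 ± 0.500 FPKM and *Lgals3* (chromosome 14, 47367751 to 47386160) from 106 ± 60.9 to 242 ± 77.8 FPKM. Neither passed the thresholds (log2 fold change 1.52, standard error 0.373, adjusted p = 0.206 for *Ccr2* and 1.20, standard error 0.408, adjusted p = 0.378 for *Lgals3*, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicate 1, both did (2.12 and 1.81), as they did with the block (adjusted p = 0.0253 and 0.00502 from the same test).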

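*Cd81* (chromosome 7, 143052739 to 143067934) had an FPKM of 9.42 ± 3.47 (SD, n = 3) in WT and 2.71 ± 0.624 (SD, n = 3) in *Scd-1*-/- Teff. Its log2 fold change of -1.77 (standard error 0.326, adjusted p = 0.0988 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00329 with the replicate block) passed the thresholds of the study. *Cd81* passed without WT replicate 1 and not without any of the other 5 libraries, where its log2 fold change was between -1.88 and -1.59. *Slfn1* (chromosome 11, 83116849 to 83122670) changed from 29.3 ± 10.0 to 13.8 ± 1.15 FPKM (SD, n = 3 each). It did not pass the thresholds with all 6 libraries (log2 fold change -1.05, standard error 0.256, adjusted p = 0.203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did without WT replicate 1 (-1.28) and with the block (adjusted p = 0.0270). *Cd24a* (chromosome 10, 43578284 to 43584265) was at 3.74 ± 1.04 FPKM in WT and 0.841 ± 0.816 FPKM in *Scd-1*-/- Teff. It did not pass with all 6 libraries either (log2 fold change -2.12, standard error 0.640, adjusted p = 0.305 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0442 with the block). Of the fits that left out 1 library, it passed in that without *Scd-1*-/- replicate 1 (-3.29), and it also passed with array weights and, in settings chosen after seeing the data, with a term for replicate 1 and with replicates 2 and 3 alone.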

In the GO enrichment analysis of differentially expressed genes, the differentially expressed gene sets between the WT and *Scd-1* ^-/-^ groups were mainly related to the regulation of natural killer cell-mediated immune activity and its related cytotoxic effects, as well as to granzyme-mediated cell apoptosis and cytolysis (**Figure 3F**). This also demonstrates that the knockout of Scd-1 enhances the effector function of Teff. 

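In place of GO terms, which were not used here, the genes past the thresholds were counted in the 12 lists of genes. With one-sided Fisher's exact tests against all tested genes, adjusted over the 12 lists, the genes of natural killer receptors and signalling had the lowest p (adjusted p = 4.6e-09, 7 of 25 genes, all higher in *Scd-1*-/- Teff, and 12 with the replicate block). These 7 were *Cd244*, *Fcer1g*, *Havcr2*, *Klre1*, *Klrg1*, *Sh2d1b1* and *Tyrobp*. Cytolysis genes came next (adjusted p = 2.2e-07 by Fisher's exact test, 5 of 14 genes, and 8 with the block). Their median log2 fold change was 1.59, and all 14 genes had a log2 fold change above 0. By camera, both lists were higher in *Scd-1*-/- Teff (adjusted p = 8.7e-24 each, from limma's camera with Benjamini-Hochberg adjustment). Other splits of the 6 libraries into 3 and 3 also gave lists an adjusted p under 0.05 by camera. Fry and camera with an estimated correlation, both set before the data were examined, are given beside it. Natural killer and cytolysis genes held in both (adjusted p = 0.0167 each by limma's fry and 0.0240 each with the estimated correlation), as did the lists of naive and memory T cells, MHC class II presentation, effector regulators and inhibitory receptors. With 1 library left out, between 2 (without WT replicate 3 or *Scd-1*-/- replicate 3) and 7 lists were enriched, against 6 with all libraries. The natural killer list was no longer enriched without WT replicate 3 or *Scd-1*-/- replicate 3, with 1 gene past the thresholds in each fit, nor the cytolysis list without WT replicate 2, also with 1 gene.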

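The list of effector T cell regulators was higher in *Scd-1*-/- Teff (adjusted p = 3.3e-05 from limma's camera with Benjamini-Hochberg adjustment, 12 of 15 genes, median log2 fold change 0.34), and so was the list of inhibitory receptors (adjusted p = 3.4e-10 from the same test, 9 of 10 genes, median 0.58). By Fisher's exact test, the genes past the thresholds were enriched in both (adjusted p = 0.0106, with *Eomes* and *Klrg1*, and 1.3e-04, with *Cd244*, *Havcr2* and *Pdcd1*), with 4 and 3 genes past the thresholds when the replicate block was used. Neither list was enriched without WT replicate 3 or *Scd-1*-/- replicate 3, where 1 gene of each passed. *Klrg1*, *Cd244* and *Havcr2* are also in the natural killer list, so neither enrichment is independent of that list. Among the cytolysis genes that Fig. 3D does not show, *Gzmb* rose from 2531 ± 124 to 4627 ± 995 FPKM (SD, n = 3 each), a log2 fold change of 0.89 (standard error 0.168, adjusted p = 0.101 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0208 with the replicate block). *Gzmb* passed the thresholds without *Scd-1*-/- replicate 1 (1.06). *Nkg7* rose by 0.80 on the log2 scale (adjusted p = 0.203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0174 with the block) and passed the thresholds without WT replicate 1 (1.06), and *Lamp1* did not change (log2 fold change 0.00, standard error 0.130). From the genes that differ in expression and their GO terms, the paper concludes that knocking out Scd-1 enhances the effector function of Teff.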

The expression of Tcf1 (encoded by *Tcf7*), Tox, and Eomes in Teff cells of the WT and *Scd-1* ^-/-^ groups was detected by flow cytometry and was consistent with the RNA-seq results. 

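The RNA values of these 3 genes rest on different depths. *Tcf7* had 2228, 3680 and 3146 counts in WT replicates 1 to 3 and 392, 306 and 295 counts in *Scd-1*-/- replicates 1 to 3. *Tox* had 43, 73 and 107 counts in WT and 16, 24 and 24 counts in *Scd-1*-/- Teff, which makes it the least precise of the 3. *Eomes* had 392, 419 and 413 counts in WT and 1039, 1464 and 1550 counts in *Scd-1*-/- Teff. By RNA, *Tcf7* and *Tox* were thus lower and *Eomes* was higher in each *Scd-1*-/- library than in each WT library, and exact permutation of 3 against 3 libraries cannot give a two-sided p under 0.1. For the proteins, the paper's reported mean fluorescence intensities of Tcf1 are 5062, 4736 and 5249 in WT and 2639, 3326 and 2710 in *Scd-1*-/- Teff. The paper's values for Tox are 1062, 736 and 849 in WT and 439, 326 and 510 in *Scd-1*-/- Teff, and those for Eomes are 262, 436 and 249 in WT and 639, 526 and 710 in *Scd-1*-/- Teff. In 6 of 6 samples, the paper's values for the 3 proteins end in the same 2 digits, and the SD over the *Scd-1*-/- samples is 92.8 for both Tox and Eomes. Why this is so was not examined, and the 3 proteins are not treated as independent measurements here.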

Compared with Teff cells in the WT group, Teff cells in the *Scd-1* ^-/-^ group exhibited reduced Tcf1 expression and elevated Eomes and Tox expression (**Figures 3G–I**).

**Figure 3:**
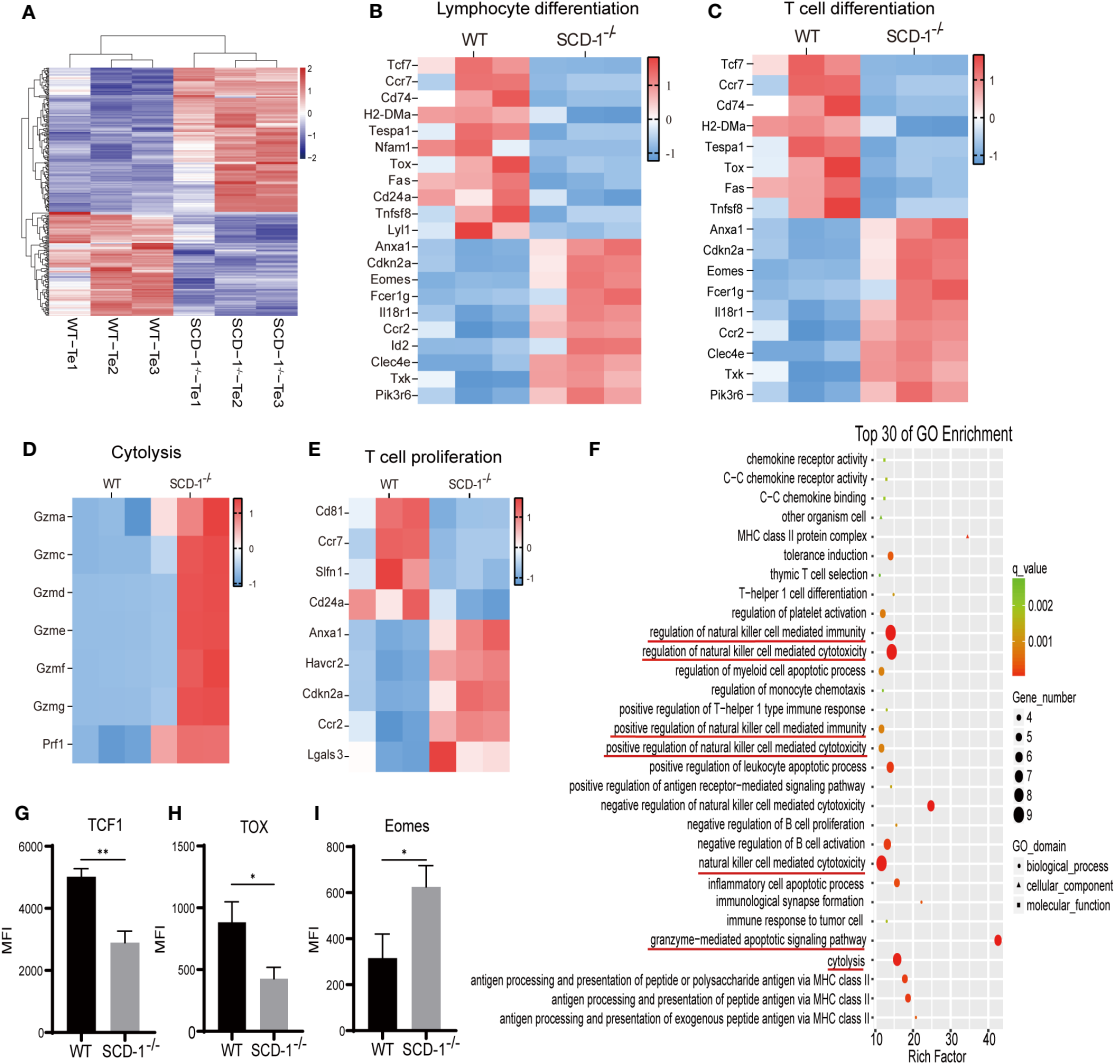
Differential gene expression of Teff between WT and *Scd-1* ^-/-^ mice. **(A)** Heatmap of differentially expressed genes in Teff between WT and *Scd-1* ^-/-^ mice (n=3). **(B-E)** Differential gene expression heatmaps of Teff in lymphocyte differentiation-related genes, T cell differentiation, cytolysis, and T cell proliferation-related genes between WT and *Scd-1* ^-/-^ mice, respectively (n=3). **(F)** GO enrichment analysis of differentially expressed genes in Teff between WT and *Scd-1* ^-/-^ mice (n=3). **(G-I)** Flow cytometry analysis of Tcf1, Tox, and Eomes in Teff between WT and *Scd-1* ^-/-^ mice, respectivel (n=3). The results presented as mean + SEM. *, P<0.05; **, P<0.01.

### 3.4 OA addition partially reverse effector differentiation and function in *Scd-1* ^-/-^ Teff

Since Scd-1 is the key limiting enzyme that catalyzes the conversion of SA and PA into OA and PO, respectively, it was confirmed that knocking out Scd-1 would make CD8^+^ T cells more inclined to differentiate toward the Teff subtype in the previous section. To investigate whether changes in the differentiation and functional state of CD8^+^ T cells caused by Scd-1 deficiency were reversible, we introduced four fatty acids (OA, SA, PO, and PA) for incubating *Scd-1* ^-/-^ Teff cells. Throughout this process, we closely monitored their differentiation and functional states. CD8^+^ T cells were isolated using a kit and stimulated with CD3/28 and IL-2 for three days, then induced with IL-2 for another three days, we found that the proportion of the Teff subgroup (CD44^hi^ CD62^lo^) in the *Scd-1* ^-/-^ group was greater than that in the WT group. Additionally, introducing OA into the *Scd-1* ^-/-^ group resulted in a reduction in the proportion of the Teff subgroup (**Figures 4A, B**). However, the addition of different fatty acids did not alter the Teff clustering ratio, including PO, which isalsoa product of Scd-1 (**Figures 4A, B**).

**Figure 4:**
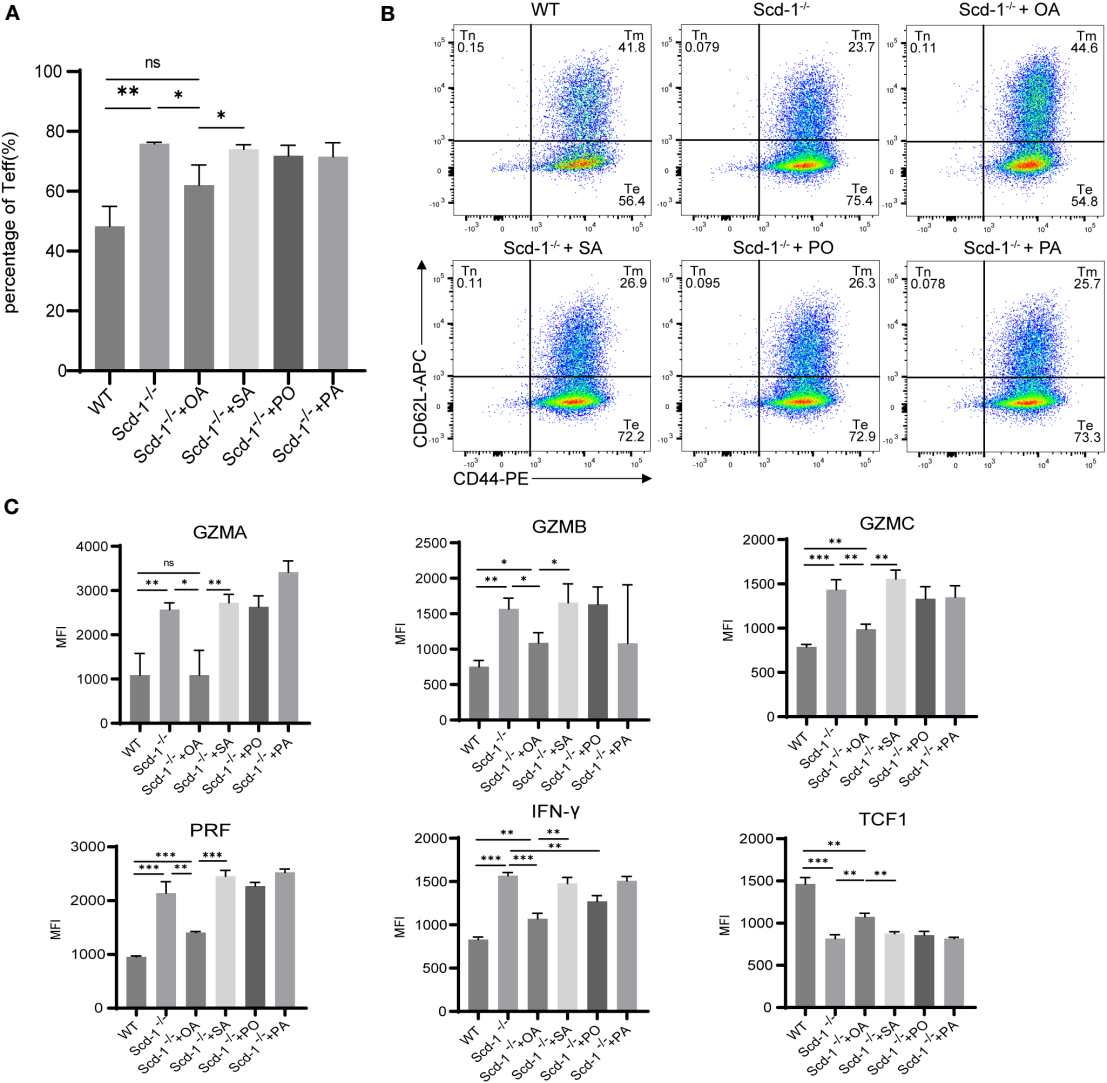
Changes in the subset proportions and functional status of Teff in the *Scd-1* ^-/-^ group after supplementation with OA, SA, PO, and PA. **(A, B)** Flow cytometry and statistical analysis of Teff subsets in WT, *Scd-1* ^-/-^ groups before and after supplementation with OA, SA, PO, and PA (n=3). **(C)** Flow cytometry graphs showing the expression changes of GZMA, GZMB, GZMC, PRF, IFN-γ, and Tcf1 in WT Teff, *Scd-1* ^-/-^ Teff before and after replenishment with OA, SA, PO, and PA (n=3). The results presented as mean + SEM. *, P<0.05; **, P<0.01; ***, P<0.001. ns, not significant.

The relationship between Tcf1 and T-cell differentiation is very close, with high expression in Tnaive and Tmem cells and lower expression in Teff cells (Raghu et al., 2019; Zhang et al., 2021). Adding OA to Teff from the *Scd-1* ^-/-^ group resulted in a reduction in the levels of effector molecules GZMA, GZMB, GZMC, PRF, and IFN-γ, while simultaneously enhancing the expression of Tcf1 (**Figure 4C**). However, supplementing SA, PO, and PA to Teff from the *Scd-1* ^-/-^ group did not decrease the expression of effector molecules, except for PO which reduced IFN-γ expression (**Figure 4C**). Furthermore, only OA could slightly increase the expression of Tcf1 in Scd-1^-/-^ Teff cells. In summary, OA can partially reverse alterations in the differentiation and functional condition of CD8^+^ T cells that arise from the absence of Scd-1, whereas SA, PO, and PA lack the ability to reverse this situation.

### 3.5 Scd-1 deletion affects the metabolism of CD8^+^ Teff and can be reversed with OA

Because cellular energy utilization and metabolism are closely related to their differentiation and function, we measured the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of Teff cells in the WT and *Scd-1* ^-/-^ groups. This assay was performed before and after replenishing the cells with OA, SA, PO, or PA. When Tnaïve is transformed into Teff, the levels of oxidative phosphorylation and glycolysis increase (Sukumar et al., 2013). The findings revealed that the *Scd-1* ^-/-^ group exhibited elevated resting basal respiration compared to the WT group, whereas the Teff of *Scd-1* ^-/-^ demonstrated a decline in basal respiration following the replenishment of OA, SA, PO, and PA (**Figures 5A, B**). This suggests that the mitochondrial metabolism of *Scd-1* ^-/-^ Teffs was enhanced and the addition of fatty acids inhibited this elevated mitochondrial state. *Scd-1* ^-/-^ mice exhibited greater ATP synthesis than WT mice. Following the addition of OA, SA, PO, or PA, ATP synthesis in *Scd-1* ^-/-^ Teff cells decreased (**Figures 5A, C**). This suggests that Scd-1^-/-^ Teff may require more ATP production to generate more effector molecules (GZMA, GZMB, GZMC, PRF, IFN-γ) than WT Teff. Maximal respiration did not show any notable variation between Teff cells from *Scd-1* ^-/-^ and WT groups, suggesting that both groups possess a comparable ability to utilize mitochondrial respiration under stressful conditions. However, the inclusion of fatty acids while cultivating Teffs from the *Scd-1* ^-/-^ group reduced the maximal respiration rate (**Figures 5A, D**). Teff of the *Scd-1* ^-/-^ group had weaker spare respiratory capacity (SRC) in comparison to that of the WT group. Despite the inclusion of OA, SA, PO, and PA in the Teff of the *Scd-1* ^-/-^ group, SRC remained unchanged (**Figures 5A, E**). This suggests that Teff in the WT group has better metabolic adaptability and stress resistance than Teff in the *Scd-1* ^-/-^ group. We also observed that knockdown of Scd-1 resulted in enhanced glycolysis in CD8^+^ T cells, whereas supplementation with OA decreased glycolysis (**Figure 5A**). Since the induction of high glycolytic activity in CD8^+^ T cells facilitates the differentiation of CD8^+^ T cells to Teff, and the down-regulation of glycolytic levels is detrimental to the production of relevant effector molecules such as IFN-γ in Teff (Cao et al., 2023). This is supported by the fact that deletion of Scd-1 in CD8^+^ T cells leads to a tendency to differentiate into the Teff subtype.

**Figure 5:**
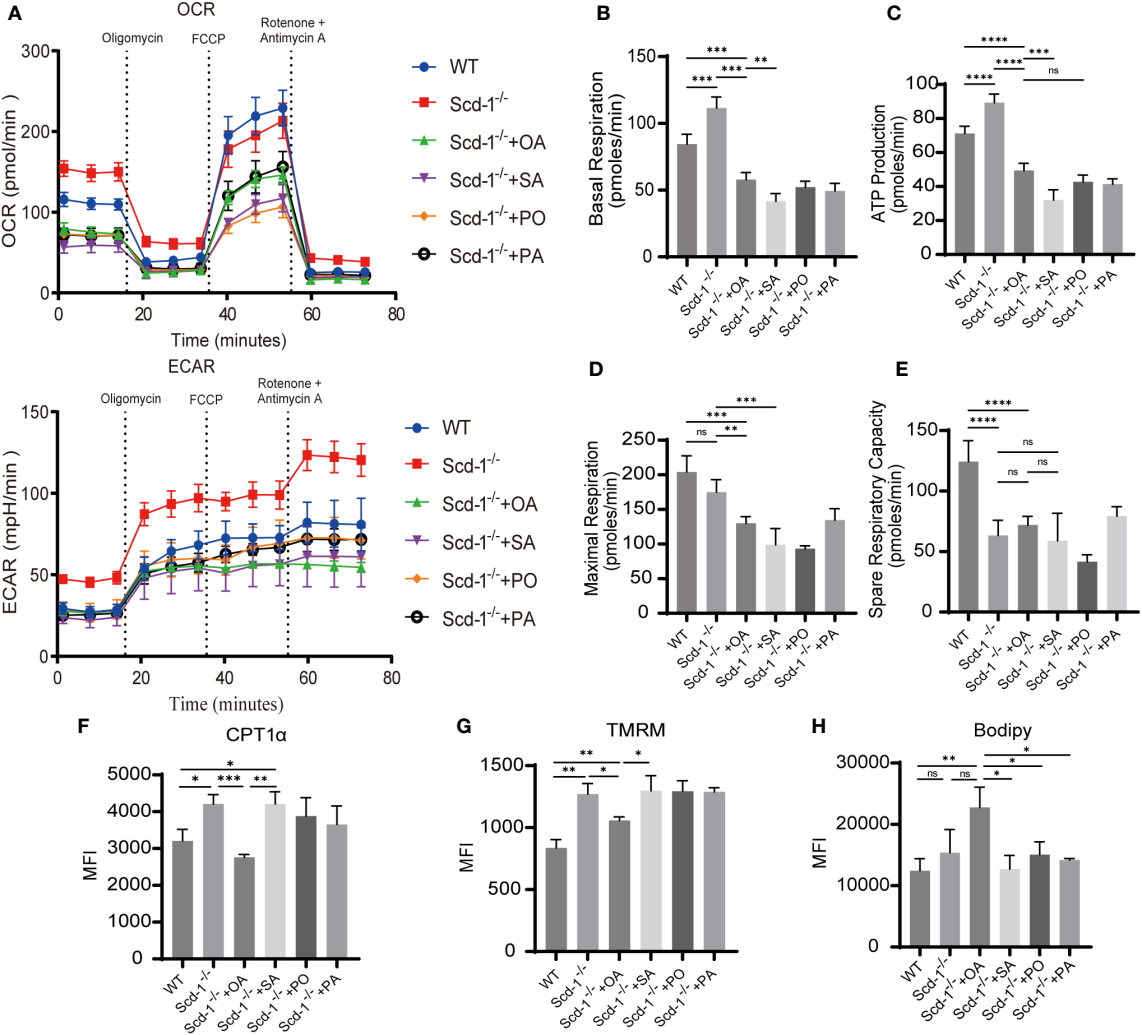
Knocking out Scd-1 affects the metabolism of CD8^+^ Teff and can be reversed with OA. **(A)** Mitochondrial stress experiment in Teff cells of WT, Scd-1^-/-^, and Scd-1^-/-^ supplemented with OA, SA, PO, and PA (n=3~7). **(B-E)** The statistical graphs of basal respiration, ATP production, maximum respiration, and spare respiratory capacity for the Teff in the WT group, Scd-1^-/-^ group, and after replenishment with OA, SA, PO, and PA (n=3~7). **(F-H)** Flow cytometry data analysis of CPT1α expression, mitochondrial membrane potential, and lipid content in Teff from WT, Scd-1^-/-^, and after replenishment with OA, SA, PO, and PA (n=3). The results presented as mean + SEM. *, P<0.05; **, P<0.01; ***, P<0.001. ns, not significant.

Carnitine palmitoyltransferase 1 alpha (CPT1α) plays a crucial role as a restricting enzyme in the fatty acid oxidation pathway. CPT1α primary function involves the transport of fatty acids to the mitochondria, where they undergo breakdown and metabolism, ultimately boosting mitochondrial oxidative phosphorylation (Bonnefont et al., 2004). After the inclusion of OA, the *Scd-1* ^-/-^ group exhibited a decrease in the expression of CPT1α, which was initially higher than that of the WT group (**Figure 5F**). This aligns with the previously noted occurrence of increased basal respiration and ATP generation in the Teffs of the *Scd-1* ^-/-^ group, as opposed to the WT group. Notably, Teff in the *Scd-1* ^-/-^ group had a higher mitochondrial membrane potential than that in the WT group (**Figure 5G**). The presence of OA resulted in a reduction in mitochondrial membrane potential, whereas the presence of SA, PO, and PA did not have any effect (**Figure 5G**). This suggests that the level of mitochondrial activity in the *Scd-1* ^-/-^ group was higher than that in the WT group and that OA has the ability to partially inhibit the extent of mitochondrial activity. No disparity in lipid droplet content was observed in Teffs between the *Scd-1* ^-/-^ and WT groups. However, the inclusion of OA during cell culture led to an increase in the lipid droplet content in Teffs of the *Scd-1* ^-/-^ group (**Figure 5H**).

In summary, the Teff mitochondrial oxidative phosphorylation function is heightened in the *Scd-1* ^-/-^ group in comparison to the WT group. This heightened activity could be attributed to the increased expression of additional effector molecules (GZMA, GZMB, GZMC, PRF, IFN-γ). The findings of Zhai et al. (2021) were consistent with this observation. The SRC of Teffs in the *Scd-1* ^-/-^ group was notably lower than that in the WT group. When faced with stimulation, Teffs in the WT group may have demonstrated better adaptability and stress resistance. OA decreased the mitochondrial metabolic activity of Teffs in the *Scd-1* ^-/-^ group, thereby protecting the cells from excessive oxidative stress and damage.

### 3.6 OA can alleviate the inflammatory levels of endotoxemia mediated by LPS

To examine the impact of Scd-1 and its derivative OA on inflammatory conditions, we created a model of LPS-induced endotoxemia in both WT and *Scd-1* ^-/-^ mice. The experimental group that received OA intervention was orally administered phosphate-buffered saline plus OA daily for 14 days prior to the establishment of the disease model, while the control group was administered phosphate-buffered saline. Throughout this time period, the mice were evaluated every 12 h using the murine sepsis score (MSS), and their weights were measured in accordance with the approach outlined by Shrum et al. (2014). The group of mice without Scd-1 showed the most notable decrease in weight and the highest MSS score after 48 h, suggesting that the absence of Scd-1 exacerbates endotoxemia symptoms. Our findings revealed that prior administration of OA mitigated the reduction in body weight and lowered the MSS in the intervention group, suggesting that early consumption of OA can effectively alleviate endotoxemia-related lesions. However, mice in the *Scd-1* ^-/-^ endotoxemia + OA group experienced greater weight loss than those in the WT endotoxemia + OA group and had higher MSS scores. This suggests that, while compensation for OA can partially alleviate endotoxemia symptoms, it cannot fully eliminate the worsening of endotoxemia symptoms due to the absence of *Scd-1* (**Figures 6A, B**).

**Figure 6:**
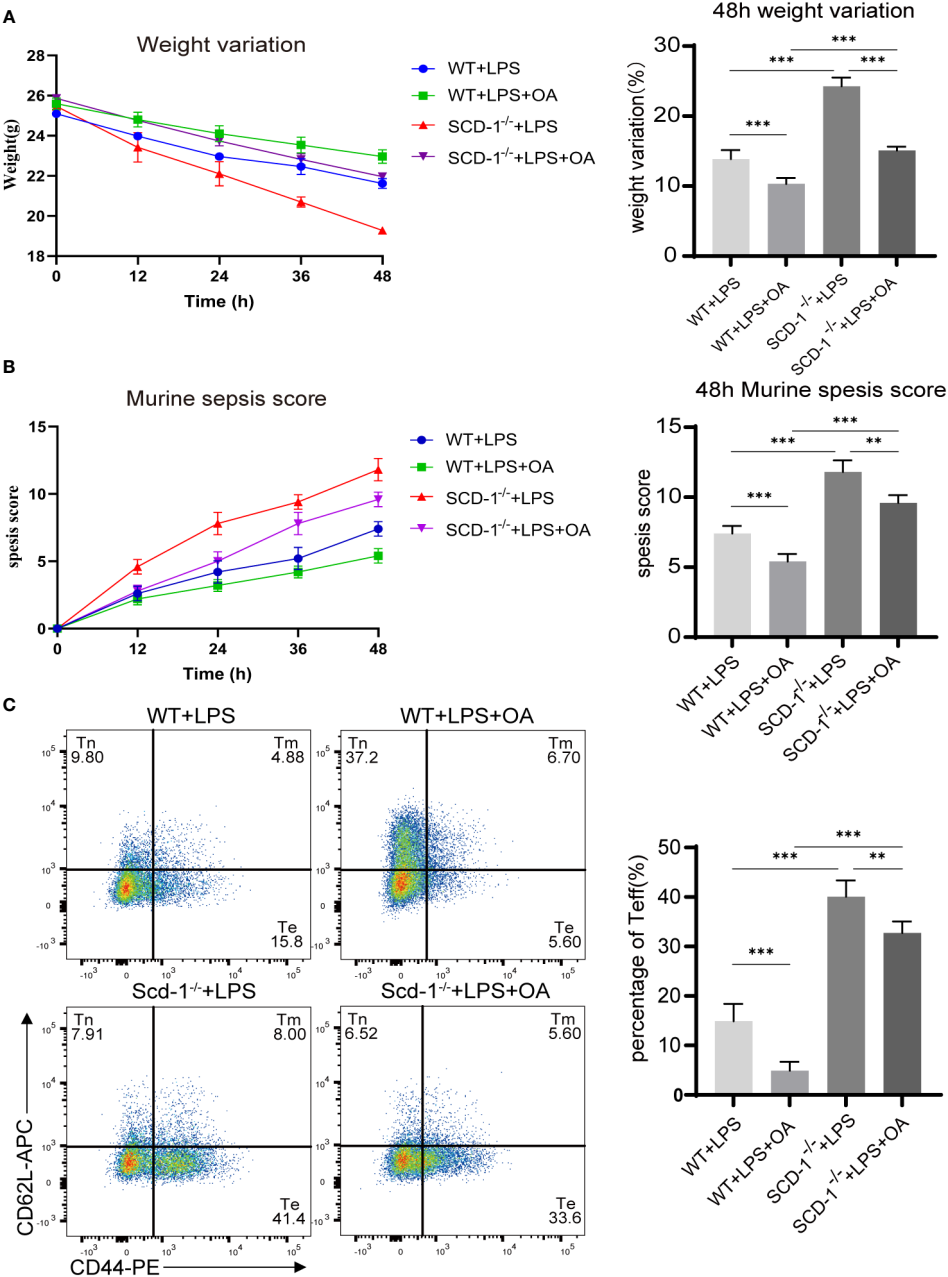
Supplement of OA partially ameliorates the severity of endotoxemia in *Scd-1* ^-/-^ mice. **(A)** Weight changes of four groups of mice 48h after LPS injection (n=5). **(B)** MSS scores of four groups of mice 48h after LPS injection (n=5). **(C)** Proportions of Teff cells in the spleen of four groups of mice 48h after LPS injection (n=5). The four groups are the WT endotoxemia group, WT endotoxemia + OA group, *Scd-1* ^-/-^ endotoxemia group, and *Scd-1* ^-/-^ endotoxemia + OA group. The results presented as mean + SEM. Each group had 5 mice. **, P<0.01; ***, P<0.001.

We observed that LPS-induced endotoxemia resulted in an elevated proportion of Teff cells in the spleen (**Supplementary Figure 3**). The *Scd-1* ^-/-^ endotoxemia group exhibited the highest percentage of Teffs in the spleen, whereas the WT endotoxemia + OA group had the lowest Teff proportion. The proportion of Teffs in the OA-treated groups that intervened with OA was substantially reduced. In line with prior findings, this demonstrated that the absence of Scd-1 promoted the inclination of CD8^+^ T cells to differentiate into the Teff subset, whereas the addition of OA partially hindered the differentiation of CD8^+^ T cells into the Teff subset (**Figure 6C**). In relation to the transcription factor Tcf1, it was observed that the *Scd-1* ^-/-^ endotoxemia group, which had the highest proportion of Teff, exhibited the lowest expression of Tcf1. Conversely, the WT endotoxemia + OA group, which had the lowest proportion of Teffs, exhibited the highest Tcf1 expression. Additionally, the groups that received OA supplementation displayed higher Tcf1 expression than those that did not receive OA supplementation (**Figure 7A**). In terms of the expression of effector molecules in Teff, the *Scd-1* ^-/-^ endotoxemia group had the highest expression level of effector molecules, while the WT endotoxemia + OA group had the lowest expression level. Treatment with OA resulted in the downregulation of effector molecule expression in Teff (**Figures 7B–F**). TNFα, IL-1β, and IL-6 serve as pro-inflammatory cytokines, and act as indicators of high-inflammatory phase (Faix, 2013). The levels of inflammatory mediators were highest in the blood of endotoxemic *Scd-1* ^-/-^ mice and lowest in the blood of endotoxemic WT mice administered with OA. Compared to the groups that did not use OA, the use of OA reduced the levels of pro-inflammatory cytokines in the serum (**Figures 7G–I**). However, the opposite trend was observed for the anti-inflammatory factor, IL-10 (**Figure 7J**).

**Figure 7:**
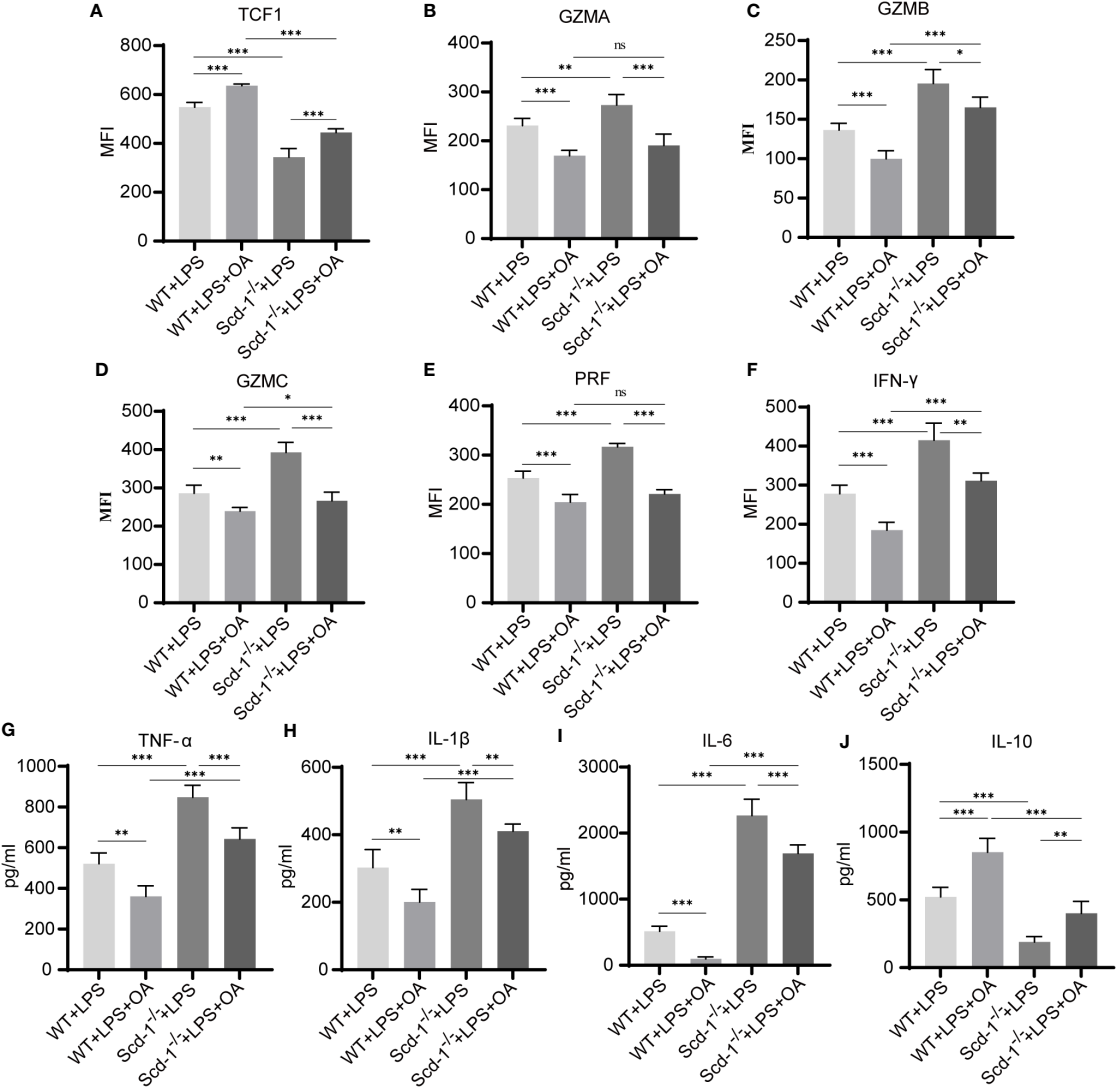
Supplement of OA partially inhibits endotoxemia inflammation in *Scd-1* ^-/-^ mice. **(A)** Expression of Tcf1 in Teff cells of four groups of mice 48h after LPS injection (n=5). **(B-F)** Expression levels of GZMA, GZMB, GZMC, PRF, and IFN-γ in Teff cells of four groups of mice 48h after LPS injection (n=5). **(G-J)** The levels of TNF-α, IL-1β, IL-6, and IL-10 in the serum of four groups of mice 48h after LPS injection (n=5). The four groups are the WT endotoxemia group, WT endotoxemia + OA group, *Scd-1* ^-/-^ endotoxemia group, and *Scd-1* ^-/-^ endotoxemia + OA group. The results presented as mean + SEM. Each group had 5 mice. *, P<0.05; **, P<0.01; ***, P<0.001. ns, not significant.

These findings suggest that elimination of Scd-1 encourages the transformation of CD8^+^ T cells into the Teff subset and boosts their effector capacity, potentially contributing to the heightened inflammatory reaction observed in endotoxemic mice lacking Scd-1. OA, which is derived from Scd-1, can partially hinder the transformation of CD8^+^ T cells into the Teff subgroup, decrease the expression of active substances, and alleviate inflammation associated with endotoxemia.

### 3.7 Scd-1 deficiency increases resistance to viral infection

In order to exclude the potential influence of innate immune cells as much as possible and to better reflect the role of CD8^+^ T cells, here we utilized the LCMV-Armstrong strain to induce an acute systemic viral infection in mice. At the 8th day after intraperitoneal injection of 2×10^5 plaque-forming units of LCMV-Armstrong in both WT and *Scd-1* ^-/-^ mice, we found that the virus copies number in the spleen of *Scd-1* ^-/-^ mice was lower than that in the WT group (**Figure 8A**). The proportion of Teffs in the spleen of LCMV-infected *Scd-1* ^-/-^ mice is slightly higher than in the LCMV-infected WT group, which is the reason for the lower virus burden in the *Scd-1* ^-/-^ group (**Figures 8B, C**). Afterwards, we measured the expression levels of these four groups of CD8^+^ T cell effector molecules, and consistent with the previous results, the *Scd-1* ^-/-^ group showed higher expression levels of effector molecules compared to the WT group, regardless of whether they were infected with LCMV or not (**Figure 8D**).

**Figure 8:**
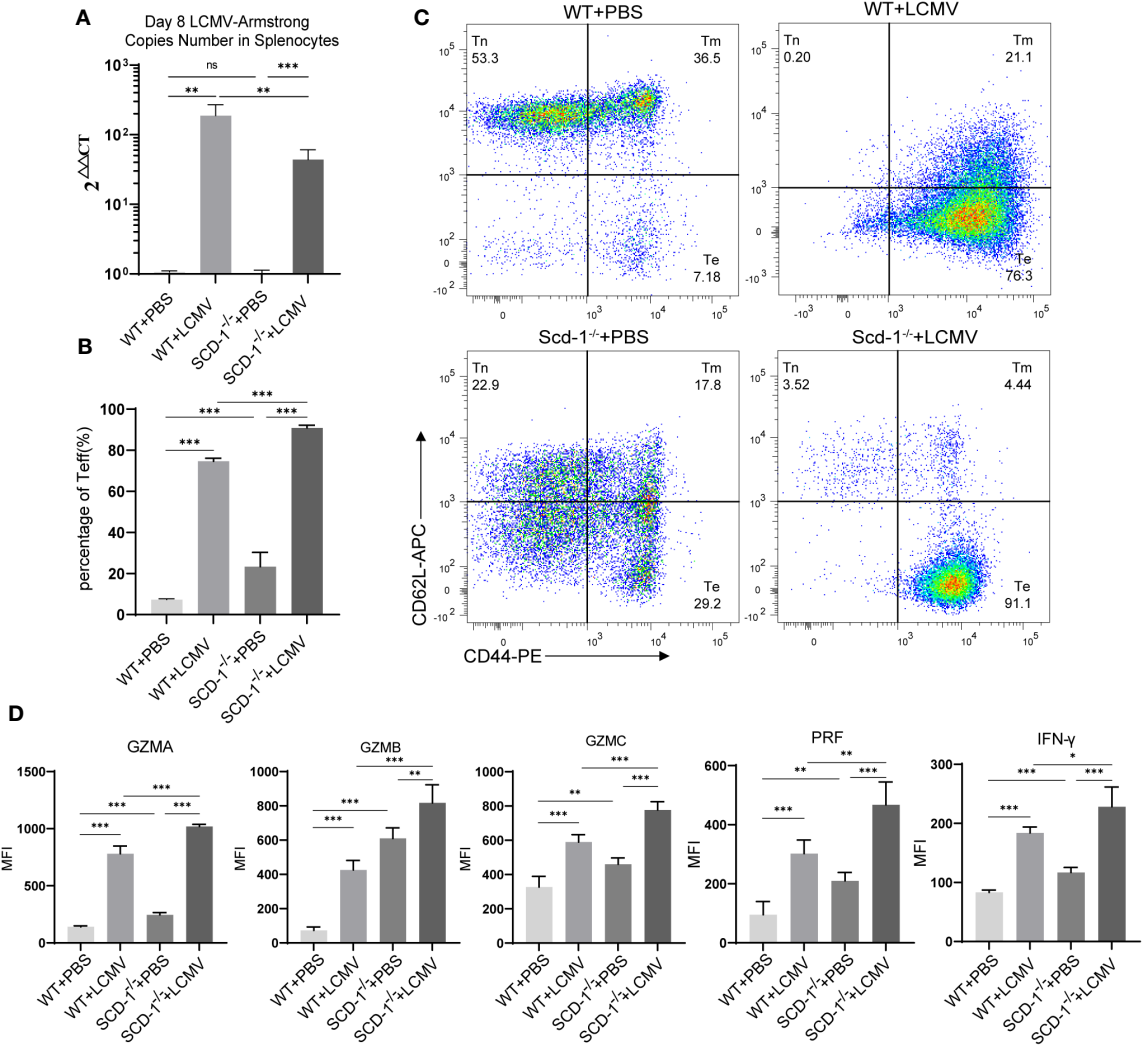
Knocking out Scd-1 increases resistance to viral infection. **(A)** LCMV-Armstrong load in splenocytes from four groups of mice at the 8th day after LCMV injection (n=5). **(B, C)** Proportions of Teff cells in the spleen of four groups of mice at the 8th day after LCMV injection (n=5). **(D)** Expression levels of GZMA, GZMB, GZMC, PRF, and IFN-γ in Teff cells of four groups of mice at the 8th day after LCMV injection (n=5). The four groups are the PBS injection WT group, LCMV injection WT group, PBS injection *Scd-1* ^-/-^ group, and LCMV injection *Scd-1* ^-/-^ group. The results presented as mean + SEM. Each group had 5 mice. **, P<0.01; ***, P<0.001. ns, not significant.

## 4 Discussion

Although the field of immune metabolism has rapidly progressed, our understanding of the functions of fatty acids in adaptive immunity remains limited. This is mainly because of the highly diverse and multifunctional nature of fatty acids, which makes it difficult to elucidate their immune functions. Most previous studies have focused on PUFA and their derivatives (Kosaraju et al., 2017; Crouch et al., 2019). Our study provides additional insights into the relationship between Scd-1 and its product, MUFA, and adaptive immunity. The impact of Scd-1 and its product OA on CD8^+^ T-cell differentiation, functional status, and metabolic state has important implications for understanding and controlling adaptive immunity in diseases.

Our results indicate substantial differences in MUFA content among CD8^+^ Tnaïve, Teff, and Tmem. The Teff subgroup had substantially elevated levels of multiple MUFA compared with the control and Tmem groups, especially OA and PO. In line with this, the enzyme Scd-1, which is responsible for generating OA and PO, was expressed at considerably higher levels in Teffs than in Tnaïve and Tmem. This suggests that MUFA and Scd-1 have crucial impacts on the cellular status and function of Teff cells. The comprehension of fatty acids, which are constituents of cellular membranes, not only affects the flexibility of membranes but also has a considerable influence on the differentiation and functioning of T cells. In addition, they serve as a means of storing energy for cellular metabolism (Lochner et al., 2015). According to our data, the percentage of Teff in *Scd-1* ^-/-^ mice was greater than in WT mice, and they exhibited increased expression and secretion of cytotoxic effector cytokines. *In vitro*, the trend of CD8^+^ T cell differentiation toward Teffs caused by Scd-1 knockout and enhanced Teff cell effector function could be partially reversed by OA. Studies have demonstrated that omega-3 polyunsaturated fatty acids and their derivatives possess the ability to hinder the transformation of CD4^+^ T cells into Th1 and Th17 cells (Chiurchiù et al., 2016). In terms of the impact on T cell function, Omega-3 polyunsaturated fatty acids can weaken the secretion of certain cytokines by CD4^+^ and CD8^+^ T cells, including IFN-γ, IL-17, TNF-α, and IL-2 (Chiurchiù et al., 2016; Kim et al., 2018).

T cell immunity relies heavily on cellular metabolism, specifically on metabolic pathways such as glycolysis, fatty acid oxidation, and mitochondrial metabolism, as they are closely associated with the activation, differentiation, and effector functions of T cells (Bantug et al., 2018). Fatty acid oxidation is the primary source of energy for CD8^+^ naïve T cells. As they differentiate into effector T cells, their metabolic pathways shift toward glycolysis to sustain their effector functions. In contrast, memory T cells rely predominantly on fatty acid oxidation to fulfill their energy requirements (Gerriets and Rathmell, 2012; van der Windt and Pearce, 2012). When Scd-1 was knocked out, Teff cells exhibited increased mitochondrial oxidative phosphorylation and glycolysis, which may have been caused by the expression of more effector molecules. Furthermore, elimination of Scd-1 greatly diminished SRC, suggesting that Scd-1 plays a crucial role in preserving ATP generation under stressful conditions and cannot be restored by Scd-1 derivatives. In the *Scd-1* ^-/-^ group, OA reduced the metabolic activity of Teff in the mitochondria, thereby protecting cells from excessive oxidative stress and harm. Moreover, the inclusion of three additional fatty acids may also decrease the oxidative phosphorylation level of Teff in the *Scd-1* ^-/-^ group, potentially because of the identical byproducts they generate. However, this phenomenon requires further investigation.

In the LPS-induced endotoxemia model, our data indicate that knockout of Scd-1 exacerbates endotoxemia symptoms and enhances the inflammatory response, while pretreatment with OA can alleviate symptoms and reduce inflammation levels. In line with the findings of Medeiros-de-Moraes et al. (2018), OA intervention could increase the level of IL-10 and decrease levels of TNF-α and IL-1β in septic mice. One possible immunomodulatory mechanism of OA is the inhibition of CD8^+^ T cell differentiation into effector T cells and the subsequent downregulation of effector molecule expression, which could contribute to a reduction in inflammatory responses. Considering that we did not employ conditional knockout mice for Scd-1, it was not possible to completely eliminate the influence of Scd-1 deficiency on other immune cells. Previous studies have revealed that in cases of sepsis, there is a reduction in the overall number of CD8^+^ T cells, including all subgroups, such as CD8^+^ Tnaïve, Teff, and Tmem cells (Choi et al., 2017; Jensen et al., 2018). It has also been shown that 2 days after the organism is attacked by endotoxin, the percentage of Ki67^+^ CD8^+^ T cells are significantly increased both in patients with sepsis or endotoxemia(Rodriguez-Rosales et al., 2019). During our examination of endotoxemic *Scd-1* ^-/-^ mice, we noticed an increase in the ratio of Teff cells, and this may be related to the level of inflammation as well as its duration.

OA is an Omega-9 fatty acids, and notably a diet rich in OA has a positive anti-inflammatory effect on many inflammation-related diseases such as retinitis, pneumonia, hepatitis, and intestinal inflammation (Bettadahalli et al., 2020; Cariello et al., 2020; Yu et al., 2020; Leone et al., 2021). OA regulates the immune system by activating various immune cells. Under different physiological and pathological conditions, it can alter the production of substances that cause inflammation, control the entry of certain white blood cells, and adjust the creation of factors that promote the growth of blood vessels, all of which help reduce inflammation (Farag and Gad, 2022). According to earlier studies, nitrooleic acid decreases the transcriptional activity of NFAT, which in turn controls the synthesis of pro-inflammatory cytokines produced by stimulated T cells and manages immune responses mediated by T cells (Bago et al., 2023). Gaining a comprehensive understanding of how OA affects various immune cells will facilitate doctors to further optimize and implement OA supplements for the treatment of various diseases.

There is a point in our study that confuses us: in WT mice, Teff cells have higher levels of Scd-1 and OA compared to Tnaïve and Tmem cells. However, when Scd-1 is knocked out, CD8^+^ Tnaïve cells seem to preferentially differentiate into Teff. Although we have demonstrated differences between WT and Scd-1^-/-^ Teff in terms of cytokine secretion and mitochondrial metabolism, we have not investigated other aspects such as proliferation and apoptosis in depth. Further exploration is needed in future studies to delve into these areas. In subsequent studies, we will also consider using other markers in addition to CD44 and CD62L to more accurately define Teff, which may help address the issues mentioned above. Since the mice used in this study were not conditional knockout mice, even though there were no significant differences in the proportions of several immune cells observed in the spleen (**Supplementary Figure 2D**), it is still difficult to rule out other interference.

In summary, gaining a more profound and all-encompassing understanding of the metabolism of lipids in immune cells and their controlling effects on cell function, growth, and distinction will aid in the creation of novel therapeutic approaches to control the immune response, resulting in an enhanced prognosis and potentially even a remedy.

## Data availability statement

The RNA-seq data presented in the study are deposited in the GEO repository, accession number GSE253770.

## Ethics statement

The animal study was approved by Zhongshan Hospital, Fudan University Ethical Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

YL: Investigation, Methodology, Data curation, Writing – original draft. XL: Investigation, Data curation, Writing – original draft. HS: Formal analysis, Writing – original draft. JG: Investigation, Writing – original draft. YY: Methodology, Writing – original draft. LJ: Formal analysis. LS: Investigation, Data curation. YC: Investigation, Writing – original draft. FL: Visualization, Software, Writing – original draft. XY: Funding acquisition, Project administration, Writing – review & editing.

# Supplementary material for: Scd-1 deficiency promotes the differentiation of CD8+ T effector
**Source:** Front Cell Infect Microbiol. 2024 Feb 6;14:1325390. doi: 10.3389/fcimb.2024.1325390

**Supplementary Information**

**Scd-1 Deficiency Promotes the Differentiation of CD8^+^ T Effectors**

Yiwei Lin†, Xushuo Li†, Haojie Shan, Jie Gao, Yanying Yang, Linlan Jiang, Lu Sun, Yuwen Chen, Fangming Liu, Xiaowei Yu*

**Figure S1, related to Figure1**

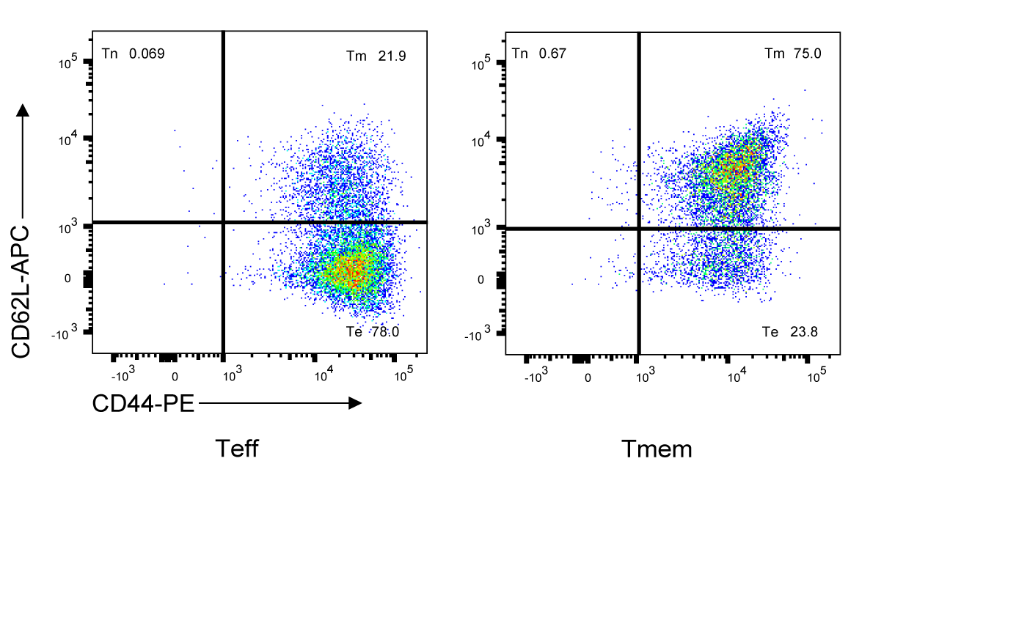

**Figure S1.** **Flow cytometry of Teff and Tmem in culture, related to Figure1**

Flow cytometry of Teff (CD44^hi^ CD62L^lo^) and Tmem (CD44^hi^ CD62^hi^) in culture, the incubation process was as described in materials and methods.

**Figure S2, related to Figure2**

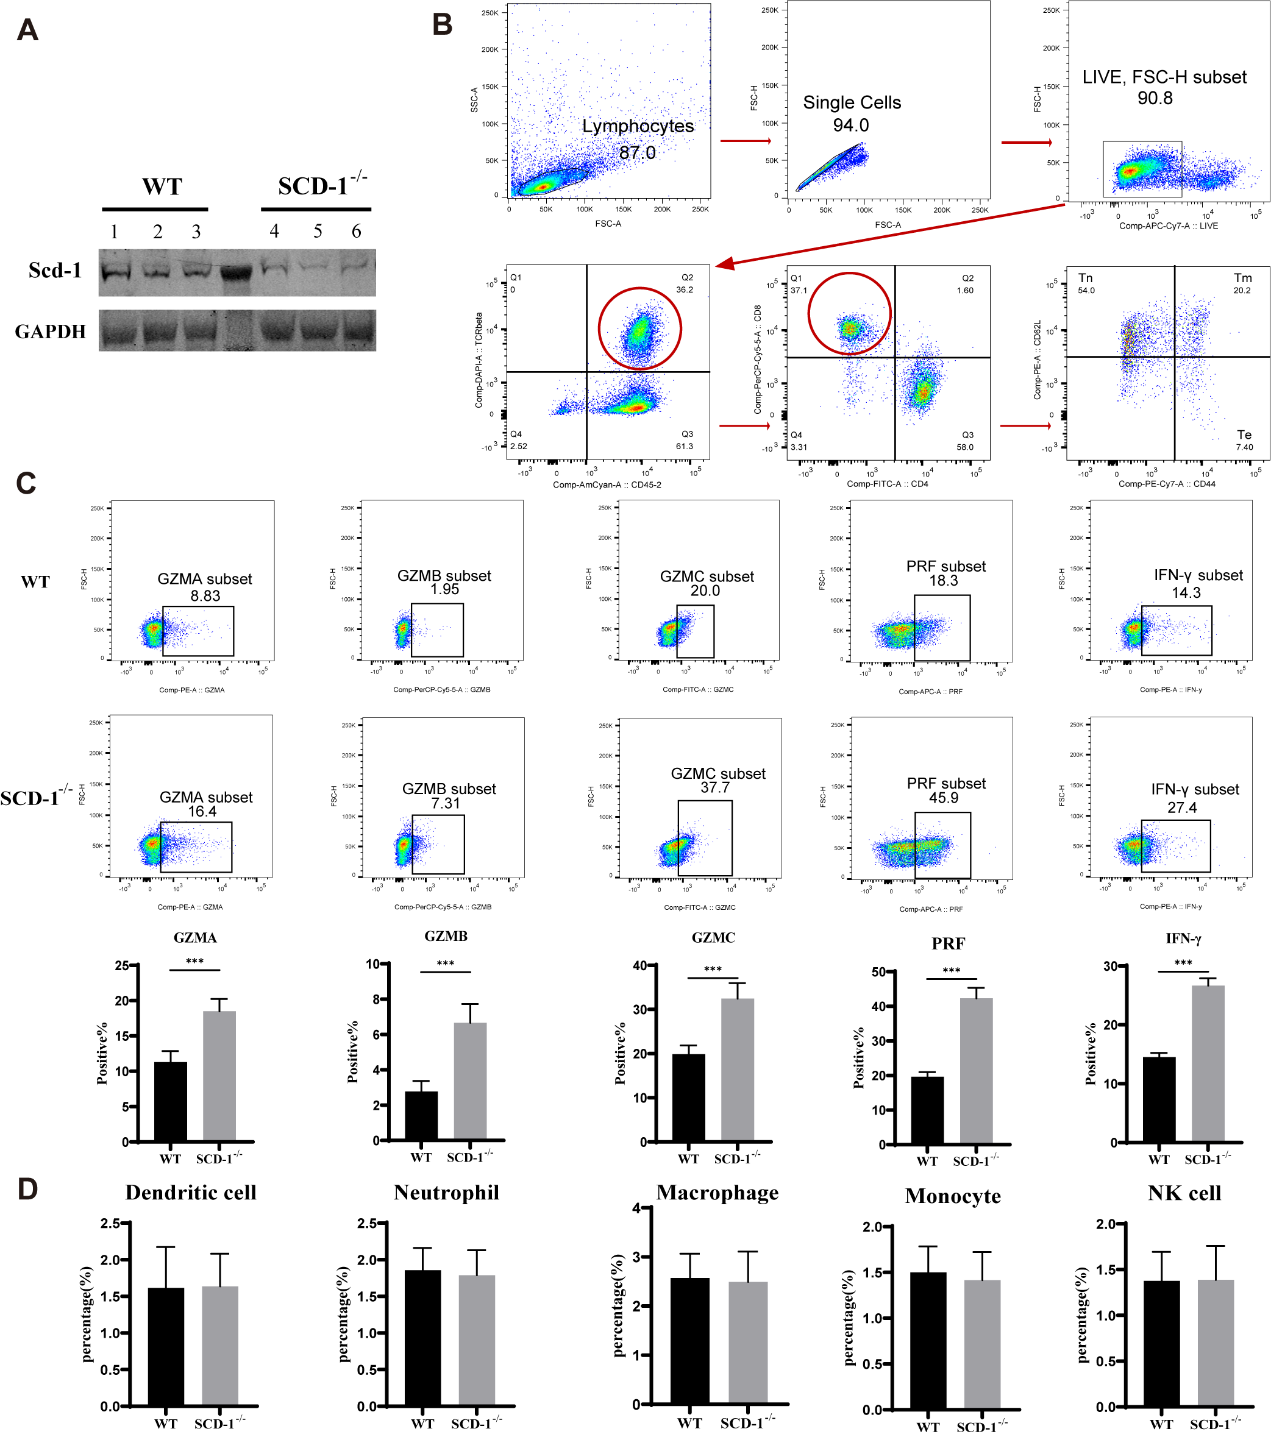

**Figure S2.** **Comparison of the proportions of several immune cells in the spleens of WT and *Scd-1*^-/-^ mice, related to Figure2**

1. Immunoblot analysis of Scd-1 in CD8^+^ T cells of WT and *Scd-1^-/-^* mice by immunoblot.
2. The gating steps for Tnaïve (CD44^lo^ CD62L^hi^), Teff (CD44^hi^ CD62L^lo^), and Tmem (CD44^hi^ CD62^hi^) in flow cytometry.
3. The real facs plots for GZMA, GZMB, GZMC, PRF, and IFN-γ in WT and *Scd-1^-/-^* mice (n=5).
4. The proportion of dendritic cell(CD45.2^+^ CD11c^+^ I-A/I-E^+^), neutrophil(CD45.2^+^ CD11c^-^ CD11b^+^ Ly6G^+^), macrophage(CD45.2^+^ CD11c^-^ CD11b^+^ Ly6G^-^ Ly6C^lo^), monocyte(CD45.2^+^ CD11c^-^ CD11b^+^ Ly6G^-^ Ly6C^hi^), NK cell(TCRβ^-^ CD45.2^+^ Nkp46^+^ CD49b^+^) in the spleen of WT and *Scd-1^-/-^* mice (n=5).

The results presented as mean + SEM. ***, P＜0.001.

**Figure S3, related to Figure6**

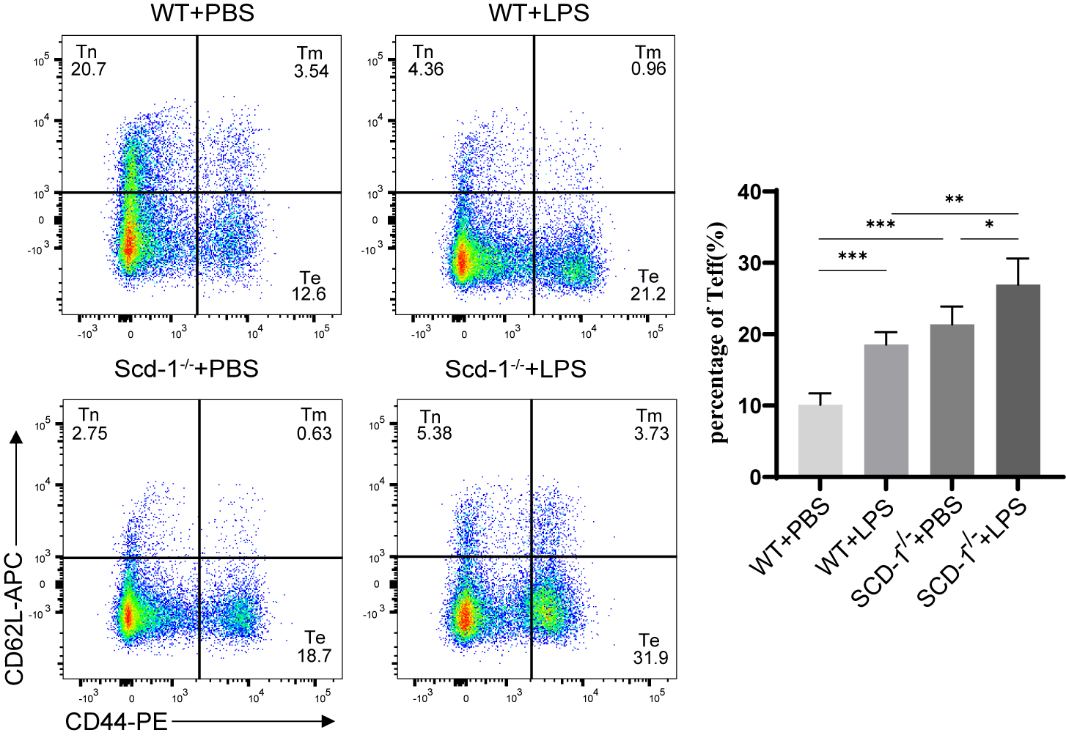

**Figure S3.** **The proportion of Teff in the spleen after 3mg/kg LPS injection in WT and *Scd-1^-/-^* mice at 48 hours, related to Figure6**

Proportions of Teff cells in the spleen of four groups of mice 48h after LPS injection (n=5).

The four groups are the WT + PBS group, WT + LPS group, *Scd-1*^-/-^ + PBS group, and *Scd-1*^-/-^ + LPS group. The results presented as mean + SEM. *, P＜0.05; **, P＜0.01; ***, P＜0.001.

**TABLE S1.** **Antibody Information**

**
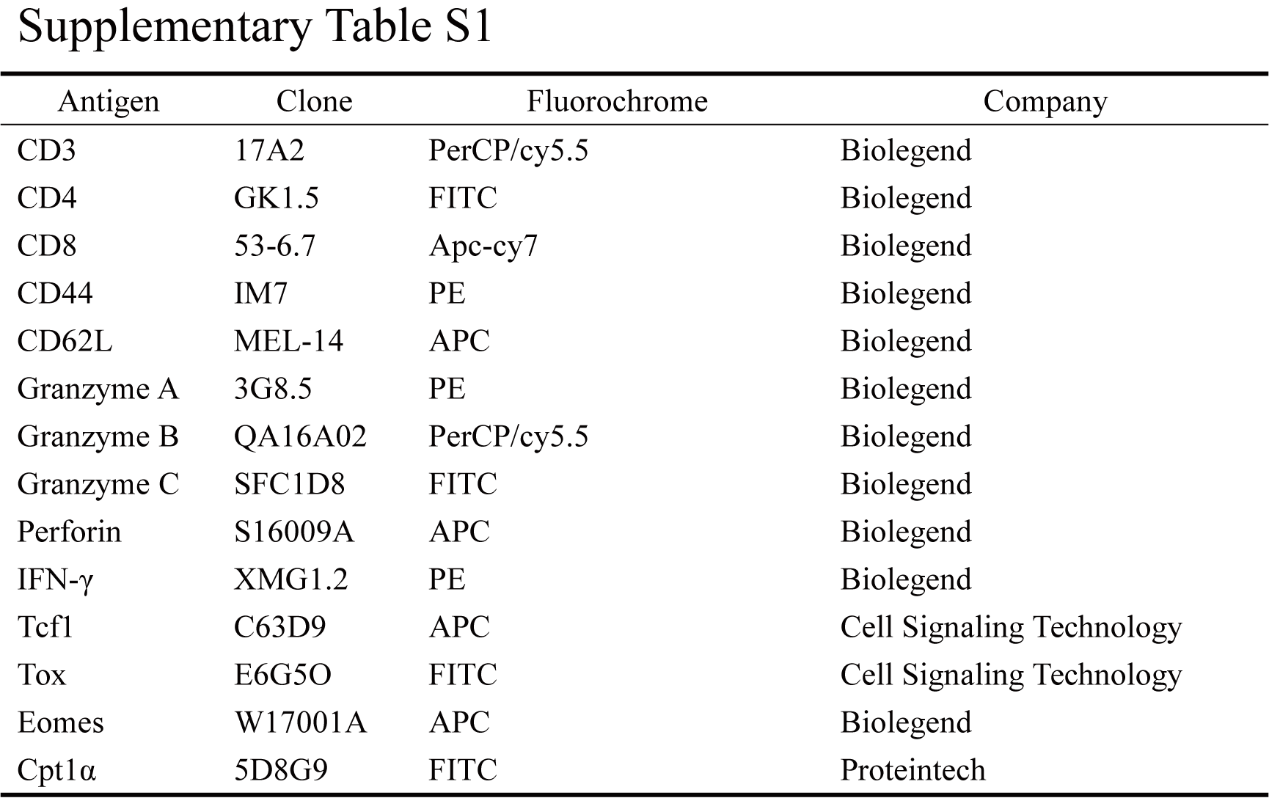
**

**TABLE S2.** **Primer Information**

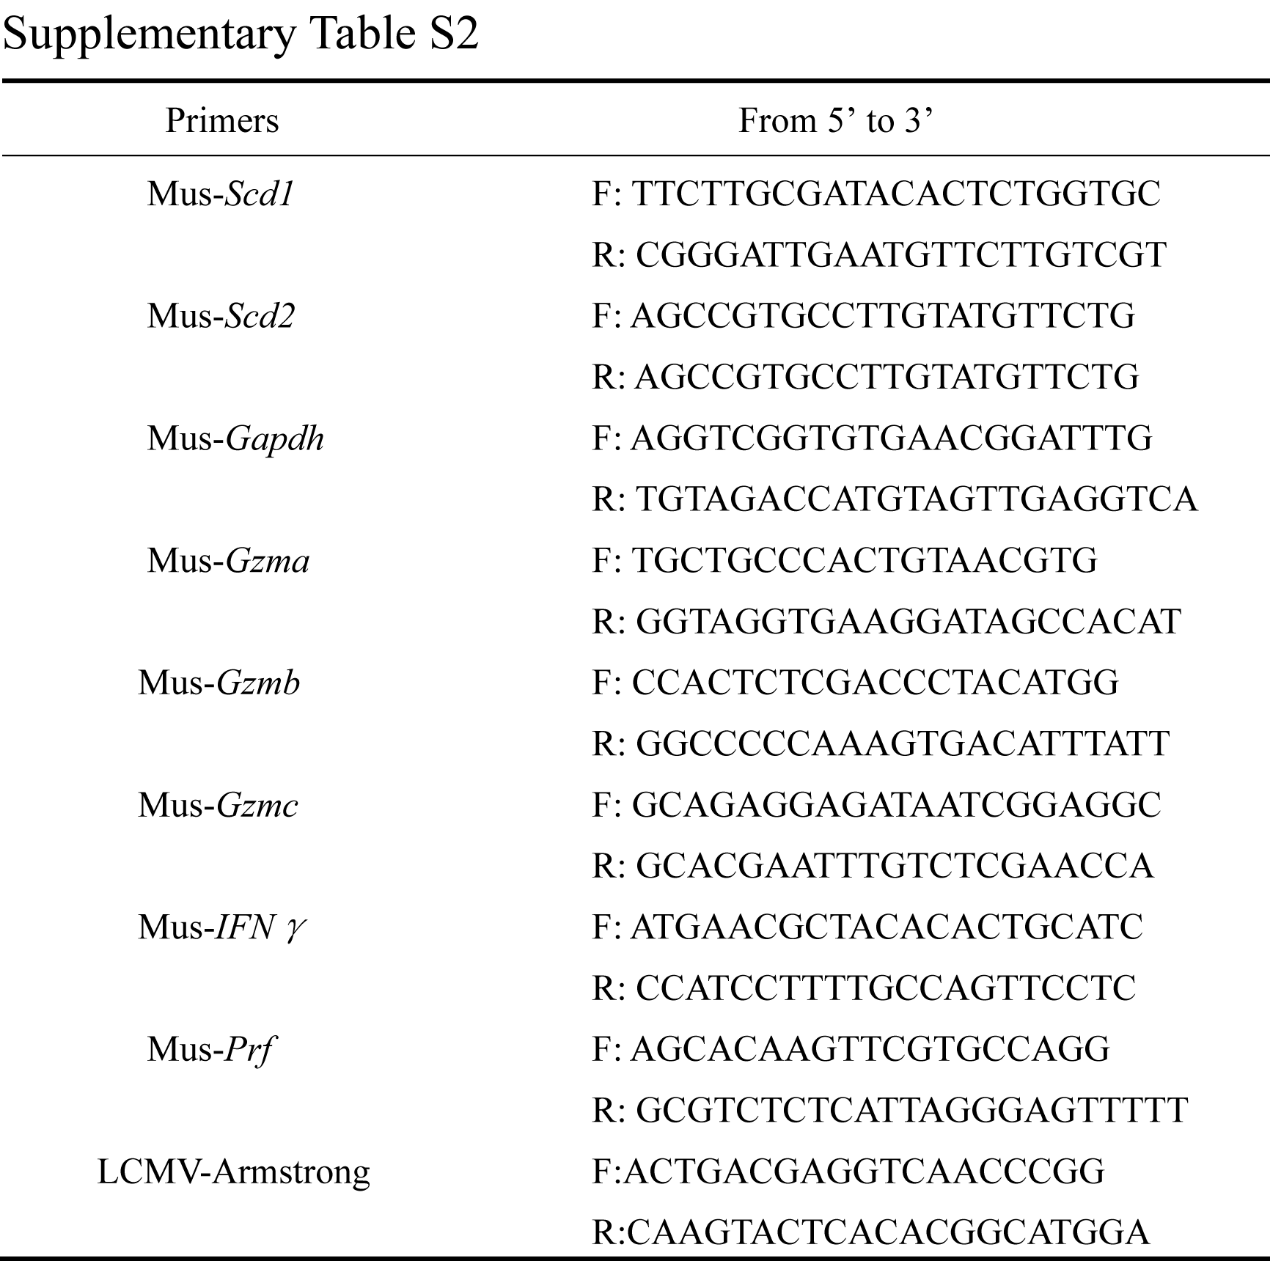

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

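The data are RNA-seq libraries of cultured CD8+ Teff cells, 3 from WT and 3 from *Scd-1*-/- mice. Genotype and replicate number were taken from the sample labels, and Fig. 3A of the paper names the same 6 libraries. The paper states that the reads were mapped with HISAT2 and counted with StringTie, that TMM normalization and conversion to FPKM followed, and that edgeR was used to find differentially expressed genes. Its text names neither the genome build, the edgeR test, nor how reads that match several genes were counted.

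The authors deposited raw counts per gene, which are whole numbers without normalization, for 34745 genes with Ensembl identifiers. The authors also deposited an FPKM value for each gene and library. Counts divided by FPKM differed between libraries only by the ratio of their total counts, so no TMM factor is in the deposited FPKM. The z-scores in the paper's supplement for the 32 genes of Fig. 3B to 3E were recomputed from the deposited FPKM, and the largest difference was 5.2e-06.

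Each library held between 14034479 and 15866216 counts. The 10 most abundant genes took between 7.30% and 8.36% of a library, and the TMM factors lay between 0.986 and 1.03. The precision of a low count is set by this depth: a count of 0 allows up to 3 counts. Of 3 libraries against 3, an exact permutation test of a single value cannot give a p under 0.1.

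The test, the lists of genes, the first 13 alternatives and the rule for genes named in the text were set before the data were examined. That test was limma on log2(FPKM + 1). Since the files hold counts, edgeR's quasi-likelihood test on the counts took its place, with TMM scaling, no replicate block and a mean FPKM of at least 1 (9627 genes), and the limma test became an alternative. Thresholds were those of the study, a log2 fold change of at least 1 in size with an unadjusted p under 0.001. A Benjamini-Hochberg adjusted p under 0.05 was used beside them. Genes under the FPKM minimum were taken from a fit to all 17192 genes with a count, and adjusted over these. Genes named in the text are those that the results or Fig. 3B to 3E name, the 10 past the thresholds with the largest changes and with groups that do not overlap, *Scd1* to *Scd4*, and members of the lists of genes reported. Genes named outside this rule were chosen after their values were seen.

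Whether the replicate numbers pair the libraries was checked by correlating, across the 9627 genes, the deviations of the libraries from their group means. Same-numbered libraries had r of 0.595, 0.306 and 0.470 for replicates 1, 2 and 3. Genes are not independent replicates, and the crossed pairs of replicates 2 and 3 had r of 0.380 and 0.180. Neither the paper nor the labels say what a replicate number stands for. For the tests of genes and lists at the paper's claims, the blocked value is given where it changes a call or moves a count by more than 1.5 times.

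A total of 12 lists of genes for functions were written by hand: cytolysis, natural killer receptors and signalling, MHC class II presentation, CC chemokine receptors, naive and memory T cells, effector T cell regulators, inhibitory receptors, oxidative phosphorylation, glycolysis, fatty acid oxidation, fatty acid and sterol synthesis, and cell cycle. They stand in for GO terms, which were not used here. Each was tested with limma's camera (inter-gene correlation 0.01), fry and camera with an estimated correlation, and with a one-sided Fisher's exact test of the genes past the thresholds, with Benjamini-Hochberg adjustment over the lists. Lists of markers of B cells, myeloid cells, natural killer cells, CD4 and CD8 T cells, erythroid cells, platelets, and of Y-linked and female-specific genes were written as well. *Fcgr3* is in the lists for both myeloid and natural killer cells.

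Gene positions are those of GENCODE M21 on GRCm38, matched through the Ensembl identifiers for 34267 of the 34745 genes (98.62%). Sequence identity between transcripts was computed with edlib on the longest transcript of each gene, with the shorter placed inside the longer.

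The tests were tried on simulated counts of 9627 genes, of which 200 were changed by 2 on the log2 scale. Of these, 184 passed the thresholds without the replicate block (9 false calls) and 187 with it (16 false calls). With a simulated shift of replicate 1, 178 of the 200 were found without the block (0 false calls) and 197 with it (5 false calls). All 4 changed lists, and 0 of 20 unchanged lists, were called by camera in the simulation. The simulated genes were drawn independently of each other and the unchanged lists at random. The simulation therefore does not show how often camera calls a list of correlated genes in error.

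The first alternatives comprised 13 fits: no FPKM minimum, a minimum of 5, median-ratio scaling, quantile normalization, no trend, array weights, the replicate block, and 6 fits that each left out 1 library. Quantile normalization and array weights were run through limma's voom. The alternative pseudocount has no counterpart in a count test and was run only in the limma fits. A further 10 fits were added. They comprised the limma test on log2(FPKM + 1) that had been set at first, its alternative on log2(FPKM + 0.1), and, chosen after seeing the data, DESeq2, edgeR's exact test, no scaling factor, a term for replicate 1, replicates 2 and 3 alone, a correction of each library for GC content and transcript length with and without the replicate block, and the 10 most abundant genes left out. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, matplotlib 3.10.9 and edlib 1.3.9.post1.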

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

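The tests of shared reads, of GC content and length, of WT replicate 1, of replicates 2 and 3 alone, and of mixed or exchanged cells were all chosen after these results were seen, and the rule for judging shared reads was loosened once its first outcome, against shared reads, was known.

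*Pdcd1*, *Klhl30* and *Samd3* are genes for which the paper reports no value and which were higher in *Scd-1*-/- Teff with an adjusted p under 0.05. In the other direction, *Dapl1* (-3.55) and *Nrn1* (-2.06) meet the same description (adjusted p = 0.0259 and 0.0291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, past the thresholds in all 6 fits that left out 1 library), and the tests below were set up for the 3 higher genes. *Klhl30* rose by a log2 fold change of 2.72, *Pdcd1* by 1.99 and *Samd3* by 1.79 (adjusted p = 0.0129, 0.0259 and 0.0479 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 passed the thresholds in the 6 fits that left out 1 library. *Pdcd1* had an FPKM of 33.3 ± 3.38 in WT and 130 ± 33.7 in *Scd-1*-/- Teff (SD, n = 3 each). A trend with GC content or transcript length is argued against, since all 3 genes kept an adjusted p under 0.05 with the replicate block and that correction. The male library, WT replicate 1, is argued against as the source, since the smallest log2 fold change of the 3 without it was 1.73. A shift of replicate 1 shared by both genotypes is balanced between the groups, so replicates 2 and 3 alone do not test it as the source. They show only that the rise does not rest on replicate 1, with a smallest log2 fold change of the 3 of 1.87. A difference between the genotypes may remain, as a hypothesis found and tested on the same libraries. Differences between the donated *Scd-1*-/- mice and the purchased C57BL/6J mice other than *Scd1*, such as litter or strain background, stay open and were not tested, nor were RNA from other cells or reads shared with other genes for these 3. *Pdcd1* and *Klhl30* both lie on chromosome 1, from 94038305 to 94052553 and from 91351016 to 91362416. *Pdcd1*, which is in the list of inhibitory receptors, *Klhl30* and *Samd3*, like *Nrn1* and, below, *Gm10925*, were singled out after their values were seen.

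*Gm26712* and *Gm10925* are annotated genes with an adjusted p under 0.05 for which the paper reports no value. The fitted log2 fold change of *Gm26712* was 5.98, with 1 count in each WT library and 79, 76 and 63 counts in the *Scd-1*-/- libraries, or at least 23.2-fold higher. *Gm10925* rose by 1.36 on the log2 scale, from 614 ± 58.4 to 1549 ± 291 FPKM (SD, n = 3 each). Both may reflect reads of another gene. *Gm26712* (chromosome 6, 57689433 to 57689649) lies inside *Pyurf* (57686576 to 57692078) on the same strand. Its 217 bases are part of the *Pyurf* transcript at the same place in the genome, not a copy elsewhere. *Gm10925* lies on chromosome 1, and its 678 bases are 100% identical to *mt-Atp6*. If the counts of *Gm26712* were taken from *Pyurf*, *Pyurf* would have to change by -0.61 on the log2 scale, and it changed by -0.14 (standard error 0.217). *mt-Atp6* rose by 0.84 (standard error 0.171), and the sum of *Gm10925* and *mt-Atp6* by 1.18. For either gene, shared reads and a change of its own cannot be told apart, because the rule by which the authors' counting gave reads to identical sequences is not stated. A difference in sequence between the strains was not tested.

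Y-linked genes had counts in WT replicate 1 and in no other library. *Eif2s3y* had 477 counts there, *Kdm5d* 357, *Ddx3y* 221 and *Uty* 63, and each had 0 counts in the other 5 libraries. *Xist* had 0 counts in WT replicate 1 and 1462, 1736, 2268, 1224 and 955 counts in WT replicates 2 and 3 and *Scd-1*-/- replicates 1 to 3. The paper's methods state that male mice were used. A mixture of male and female cells is argued against by the *Xist* count of 0 in WT replicate 1. An exchange with a *Scd-1*-/- library is argued against by its 4272 counts on *Scd1*. Cells of mice of different sex remain a candidate explanation, and an exchange with a library outside the series stays open. The labels give no sex, so no biological explanation was tested.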

How the results depend on the processing

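All alternatives outside the first list in the processing summary, other than the limma test set at first and its second pseudocount, were chosen after seeing the data. *Scd1* stayed lower in *Scd-1*-/- Teff in every setting, with log2 fold changes from -7.29 to -5.26. No scaling moved the share of higher genes by more than 10 percentage points, or the median of all genes by more than 0.1. Against 71 genes past the thresholds and 11 with an adjusted p under 0.05, the counts were within 1.5 times with median-ratio scaling (71 and 11), quantile normalization (65 and 15), no trend (79 and 12), no scaling factor (73 and 10), the GC and length correction (68 and 13), limma on log2(FPKM + 0.1) (70 and 15) and the 10 most abundant genes left out (71 and 11).

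The counts moved further in these settings, and the cause was not tested unless given. Without an FPKM minimum, where more genes were tested, they were 148 and 84, and with a minimum of 5, where fewer were tested, 43 and 18. Array weights gave 309 and 888, the replicate block 184 and 452, DESeq2 161 and 266, and edgeR's exact test 165 and 215. The term for replicate 1 gave 209 and 539, replicates 2 and 3 alone 369 and 1213, and the replicate block with the GC and length correction 149 and 367. With limma on log2(FPKM + 1), 56 genes passed and 17 had an adjusted p under 0.05. By construction, the fold change minimum with an adjusted p under 0.05 left 11 genes, and an adjusted p under 0.01 left 3. All 71 genes were among those past the thresholds with the block, DESeq2, the exact test, the term for replicate 1, and replicates 2 and 3 alone, and 70 with array weights.

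Across the 6 fits that each left out 1 library, 25 to 163 genes passed the thresholds and 2 to 182 had an adjusted p under 0.05. Both counts rose without WT replicate 1 (143 and 133) and without *Scd-1*-/- replicate 1 (163 and 182). They fell without any of the other 4 libraries (25 and 3 without WT replicate 2 or WT replicate 3, 31 and 6 without *Scd-1*-/- replicate 2, 26 and 2 without *Scd-1*-/- replicate 3). A fit with fewer libraries has less power, and the cause of the rises without a replicate 1 library was not tested.

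Of the 29 tested genes of Fig. 3B to 3E, 15 passed the thresholds, against 28 with array weights, 27 with the block, 25 with DESeq2, 26 with the exact test, 28 with the term for replicate 1, 29 with replicates 2 and 3 alone, 24 with the block and the GC and length correction, and 6 to 18 across the fits that left out 1 library. Of the 12 lists, 6 were enriched, against 2 to 7 in those fits, and 1 when the genes with an adjusted p under 0.05 were used, of which there are fewer. Within 10 Mb of *Scd1*, 0 genes passed (11 had an unadjusted p under 0.05), against 2 with array weights, 2 with replicates 2 and 3 alone, 0 to 1 with 1 library left out (1 without WT replicate 1 and 1 without *Scd-1*-/- replicate 1), and 1 within 20 Mb, a longer stretch.

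The direction turned in lists and a gene without a difference. For CC chemokine receptors (adjusted p = 0.988 by limma's camera) it turned with a minimum of 5 FPKM (0.0640), the replicate block (0.708), the term for replicate 1 (0.708), the GC and length correction (0.973) and both together (0.687), and without WT replicate 3 (0.895) or *Scd-1*-/- replicate 3 (0.819). For oxidative phosphorylation (adjusted p = 0.279 by limma's camera) it turned without *Scd-1*-/- replicate 3 (0.819), with the GC and length correction (0.973) and with the block added (0.928). For fatty acid oxidation (adjusted p = 0.809) it turned without WT replicate 3 (0.895) and with the GC and length correction (0.973), and for cell cycle (adjusted p = 0.305) without *Scd-1*-/- replicate 1 (0.884). Over the fits that left out 1 library, these adjusted p from limma's camera lay between 0.785 and 0.997 for CC chemokine receptors, 0.0697 and 0.819 for oxidative phosphorylation, 0.599 and 0.959 for fatty acid oxidation, and 0.0350 (without *Scd-1*-/- replicate 3) and 0.895 for cell cycle. The log2 fold change of *Scd2* (-0.07) lay between -0.16 and 0.020 (without WT replicate 3) over these fits, and was 0.028 with the GC and length correction and 0.033 with the block added. The cause of these turns was not tested.

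Over 71 single results (genes, lists and enrichments) and 1613 of their alternatives, 92 were weaker, 141 stronger and 16 reversed. The replicate block changed no call of a list tested by camera, and apart from the changes given beside the genes and for CC chemokine receptors, whose enrichment passed with it (adjusted p = 4.5e-04 by Fisher's exact test against 0.0866, with 3 genes against 1), no other call of a list. For genes with few counts (*Tox*, *Clec4e*, *Nfam1*), the depth limits the precision. DESeq2 and the exact test give no camera result, and genes under an FPKM minimum have no value in the setting that applies it.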

Differences from the paper's values

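Among the values that the paper states for measures computed here, which are the z-scores of 32 genes in its supplement, none differed.

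The paper shows 32 genes in Fig. 3B to 3E as differentially expressed, and 17 of them did not pass the thresholds of the study here. With array weights, an alternative set before the data were examined, 16 of the 17 passed, all but *Gzmf*. The replicate block, also set before, called *Ccr7*, *H2-DMa*, *Tespa1*, *Tox*, *Tnfsf8*, *Ccr2*, *Id2*, *Txk*, *Pik3r6*, *Gzmd*, *Gzmf*, *Slfn1* and *Lgals3*. The fit without an FPKM minimum called *H2-DMa*, *Ccr2*, *Id2*, *Pik3r6*, *Gzmd* and *Gzmf*, and quantile normalization called *Nfam1*, *Clec4e* and *Pik3r6*. Without WT replicate 1, *Ccr7*, *Tespa1*, *Tox*, *Lyl1*, *Ccr2*, *Txk*, *Pik3r6*, *Slfn1* and *Lgals3* passed, and without *Scd-1*-/- replicate 1, *H2-DMa*, *Cd24a*, *Id2*, *Gzmd* and *Gzmf*.

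Of the settings chosen after seeing the values, replicates 2 and 3 alone called all of the 17 genes but *Nfam1* and *Clec4e*, and the term for replicate 1 all but *Nfam1*, *Clec4e* and *Lyl1*. The exact test of edgeR called all but *Cd24a*, *Tnfsf8* and *Lgals3*. DESeq2, chosen after the values were seen, called *Ccr7*, *H2-DMa*, *Tespa1*, *Tox*, *Ccr2*, *Id2*, *Txk*, *Pik3r6*, *Gzmd*, *Gzmf* and *Slfn1*. The replicate block with the GC and length correction, also chosen after the values were seen, called *Ccr7*, *H2-DMa*, *Tespa1*, *Tox*, *Tnfsf8*, *Ccr2*, *Id2*, *Txk*, *Gzmd*, *Gzmf* and *Lgals3*.

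The text on Fig. 3G to 3I states that Tox protein is elevated in *Scd-1*-/- Teff. By RNA, *Tox* changed by -1.85 on the log2 scale, and the paper's fluorescence values for Tox average 425 in *Scd-1*-/- and 882 in WT Teff. These values end in the same 2 digits as the paper's values for Tcf1 and Eomes in each sample, and why was not examined.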

Other observations

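The tests of GC content and of the most abundant genes were set before their own results were seen. Their fits were nonetheless chosen after seeing the data. Tests of the surroundings of *Scd1*, of B cells and of splits for the number of genes past the thresholds were set before their results too. All others in this part were chosen after the result was seen, and so was the reading of the test near *Scd1* as open. The rule for B cells was changed after its outcome and then put back to the first one.

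Replicate 1 of both genotypes stood apart from replicates 2 and 3. Between them, 2762 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1317 higher and 1445 lower in replicates 2 and 3. Among those with the lowest p, *Igfbp4* was higher in replicates 2 and 3, and *Endou*, *Itga7*, *Dusp2* and *Nr4a1* were lower. A trend with GC content or gene length is argued against, since 3457 genes differed after that correction. Library size is argued against, since *Scd-1*-/- replicate 3, with 15866216 counts, lay above both replicate 1 libraries. Sex is argued against as the cause, since *Xist* had 2268 counts in *Scd-1*-/- replicate 1 and 0 in WT replicate 1. By limma's camera, the list of cell cycle genes was higher in replicates 2 and 3 (adjusted p = 0.00879). Those of glycolysis and inhibitory receptors were lower (0.00879 each). So were those of fatty acid and sterol synthesis (0.0161), MHC class II presentation (0.0406) and naive and memory T cells (0.0412). The other lists did not differ. A batch of mice, cultures or libraries may account for the difference, but neither the paper nor the labels name one. No biological explanation was tested. Whether the effect of genotype differed between replicate 1 and replicates 2 and 3 cannot be decided. In replicate 1 it rests on 1 WT and 1 *Scd-1*-/- library, and that WT library is the male one. The fitted interaction on the log2 scale was 1.98 for *Gzmc*, 2.68 for *Gzmd*, 2.50 for *Cdkn2a* and -1.31 for *Ccr7*. For *Xist*, with 0 counts in WT replicate 1, it was -14.7.

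The number of genes past the thresholds was 71 in the split by genotype, and 1 of the 10 splits of the 6 libraries into 3 and 3, the split by genotype itself, gave as many. The other 9 splits gave 1 to 10 genes, and the other 3 splits that part all 3 same-numbered pairs gave 1, 2 and 2. For the 11 genes with an adjusted p under 0.05, 1 of 10 splits gave as many, and likewise 1 of 10 for the 6 lists enriched by Fisher's exact test. For the 7 lists with an adjusted p under 0.05 by camera, 4 of the 10 splits gave as many, with up to 9 lists in the split of WT replicate 1 and *Scd-1*-/- replicates 2 and 3 from the others, so the number of lists by camera is not set apart from that of other splits. With fry, which gave 6 lists in the split by genotype, the other splits gave 0 to 1. Since 10 splits cannot give a share under 0.1, chance cannot be told apart from the genotype by these counts.

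The number of genes past the thresholds is not accounted for by GC content or length, since 149 genes passed with that correction and the replicate block, and 142 of them were among the 184 that passed with the block alone. Neither is it accounted for by a few abundant genes, since 71 genes passed with the 10 most abundant genes left out. The sex of WT replicate 1 is argued against as the source of the number, since 143 genes passed without that library. Of the 71 genes, 51 were among these, and for the rest this fit does not decide.

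Sequence from the strain of the embryonic stem cells may lie around the knockout allele and differ from that of the purchased mice. Of 105 tested genes within 10 Mb of *Scd1*, 0 passed the thresholds (one-sided Fisher's exact p = 1). An unadjusted p under 0.05 in edgeR's quasi-likelihood test was reached by 11 of the 105, and by 973 of all 9627 tested genes. By chance, 0.772 genes would pass there, so a small excess could not be told apart from none. Within 20 Mb, 1 of 147 genes passed. This was *Fas*, which starts at 34290666 on chromosome 19, just outside the 10 Mb stretch. For *Fas*, sequence from the other strain and the loss of *Scd1* cannot be told apart. *Anxa1*, also past the thresholds on chromosome 19, lies farther away. Elsewhere, 5 genes past the thresholds lay between 50 and 60 Mb of chromosome 14 (*Trdv5*, *Gzmc*, *Gzme*, *Gzmg* and *Trdc*). A share of 0.0385 of 10000 random placements gave as many in any window, which argues against chance placement, although neighbouring genes of one family are not independent.

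*Gzmc* to *Gzmg* were higher in *Scd-1*-/- replicates 2 and 3 than in *Scd-1*-/- replicate 1. Reads moved between these similar genes are argued against as the cause, since the summed share of *Gzmc* to *Gzmg* and *Gzmn* was 9.76 times as high in *Scd-1*-/- replicates 2 and 3 as in replicate 1. What differs between these cultures stays open.

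MHC class II genes were lower in *Scd-1*-/- Teff, and B cells left in the WT cultures are 1 candidate explanation. Of the 5 B cell genes *Cd79a*, *Cd79b*, *Ighm*, *Igkc* and *Ms4a1*, 2 were higher in WT. *Ighm* had a mean FPKM of 192 in WT and 112 in *Scd-1*-/- Teff, and *Cd79b* 10.1 and 4.91. *Igkc* went the other way (0.436 and 0.686), *Cd79a* had 0 counts in the WT libraries, and *Ms4a1* and *Pax5* had 0 counts in every library. With genes that go both ways, B cells and a change within T cells cannot be told apart.

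Genes of natural killer receptors and signalling were higher in *Scd-1*-/- Teff. Natural killer cells left in the cultures are argued against, since *Ncr1*, *Klra8* and *Klra4* summed to a mean FPKM of 0.113 in *Scd-1*-/- Teff, where *Klrb1c* was at 6.28. Gamma delta T cells may contribute, since *Trdc* rose by 2.86 on the log2 scale, from 1.78 to 12.8 FPKM, and *Tcrg-C4*, *Tcrg-C1*, *Tcrg-V4* and *Trdv5* by 2.17, 1.91, 2.27 and 2.43. *Trac* did not change (-0.04, standard error 0.156). *Trac*, *Trbc1* and *Trbc2* are too abundant to show a small share of such cells, so these cells cannot be told apart from expression of the genes in CD8+ T cells. The genes *Trdc*, *Tcrg-C4*, *Tcrg-C1*, *Tcrg-V4* and *Trdv5* were chosen after their values were seen.

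The summed FPKM of markers ranged, over the WT and then the *Scd-1*-/- libraries, from 149 to 271 and from 99.5 to 149 for B cells, from 83.8 to 114 and from 88.5 to 117 for myeloid cells, from 19.5 to 25.4 and from 26.3 to 38.5 for natural killer cells, and from 6.15 to 16.2 and from 8.67 to 11.2 for CD4 T cells. Markers of CD8 T cells summed to 3821 to 4365 and 4027 to 4212 FPKM. Those of erythroid cells and platelets stayed under 1 FPKM in every library. The Y-linked markers summed to 8.34 FPKM in WT replicate 1 and 0 in the others, and the female-specific ones to 0 in WT replicate 1 and 3.21 to 7.79 in the others. Of these lists, 11 of 14 B cell genes, 12 of 17 myeloid genes and 4 of 10 natural killer genes were under 1 FPKM in every library. *Ighm* made up most of the B cell sum, and *Ctsb* (81.7 and 77.4) most of the myeloid sum.

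By Fisher's exact test, the genes past the thresholds were also enriched among MHC class II presentation genes (adjusted p = 0.00557, with *Cd74* and *H2-Eb1*, and 4 genes with the replicate block). The MHC class II list was no longer enriched without WT replicate 2 or WT replicate 3, where 1 gene passed in each fit. Nor was it enriched without *Scd-1*-/- replicate 2 or *Scd-1*-/- replicate 3, with none in either. Its enrichment was also lost with a minimum of 5 FPKM, where no gene of the list passed. With quantile normalization and with the GC and length correction, 1 gene passed in each (adjusted p = 0.112 and 0.117 by Fisher's exact test). It held without an FPKM minimum (3 genes) and with array weights (4 genes).

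For other functions, the list of glycolysis genes was lower in *Scd-1*-/- Teff (adjusted p = 5.6e-05 by limma's camera, 21 of 21 genes lower, median log2 fold change -0.29), and this did not hold under fry (adjusted p = 0.178) or with an estimated correlation (0.267). Oxidative phosphorylation (adjusted p = 0.279 by limma's camera, 46 of 76 genes higher), fatty acid oxidation (0.809, 13 of 22 higher), fatty acid and sterol synthesis (0.111, 21 of 31 lower) and CC chemokine receptors (0.988, 4 of 7 higher) did not differ. Fatty acid and sterol synthesis passed in 5 settings, with an adjusted p from limma's camera of 0.0399 without an FPKM minimum, 0.0463 with a minimum of 5, 0.00365 with array weights, 0.00758 without *Scd-1*-/- replicate 1 and 0.0154 with replicates 2 and 3 alone. *Cpt1a*, whose protein the paper measured by flow cytometry in another experiment, changed by -0.13 on the log2 scale (standard error 0.162, adjusted p = 0.865 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).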
